# Aberrant mechanical loading induces annulus fibrosus cells apoptosis in intervertebral disc degeneration via mechanosensitive ion channel Piezo1

**DOI:** 10.1186/s13075-023-03093-9

**Published:** 2023-07-07

**Authors:** Chenhao Liu, Xiaoxin Gao, Jinhui Lou, Haiyin Li, Yuxuan Chen, Molong Chen, Yuyao Zhang, Zhilei Hu, Xian Chang, Menglin Luo, Yu Zhai, Changqing Li

**Keywords:** Intervertebral disc degeneration, Piezo1, Annulus fibrosus cells, Aberrant mechanical loading, Apoptosis

## Abstract

**Background:**

Intervertebral disc degeneration (IVDD) is closely associated with the structural damage in the annulus fibrosus (AF). Aberrant mechanical loading is an important inducement of annulus fibrosus cells (AFCs) apoptosis, which contributes to the AF structural damage and aggravates IVDD, but the underlying mechanism is still unclear. This study aims to investigate the mechanism of a mechanosensitive ion channel protein Piezo1 in aberrant mechanical loading-induced AFCs apoptosis and IVDD.

**Methods:**

Rats were subjected to lumbar instability surgery to induce the unbalanced dynamic and static forces to establish the lumbar instability model. MRI and histological staining were used to evaluate the IVDD degree. A cyclic mechanical stretch (CMS)-stimulated AFCs apoptosis model was established by a Flexcell system in vitro. Tunel staining, mitochondrial membrane potential (MMP) detection, and flow cytometry were used to evaluate the apoptosis level. The activation of Piezo1 was detected using western blot and calcium fluorescent probes. Chemical activator Yoda1, chemical inhibitor GSMTx4, and a lentiviral shRNA-Piezo1 system (Lv-Piezo1) were utilized to regulate the function of Piezo1. High-throughput RNA sequencing (RNA-seq) was used to explore the mechanism of Piezo1-induced AFCs apoptosis. The Calpain activity and the activation of Calpain2/Bax/Caspase3 axis were evaluated by the Calpain activity kit and western blot with the siRNA-mediated Calapin1 or Calpain2 knockdown. Intradiscal administration of Lv-Piezo1 was utilized to evaluate the therapeutic effect of Piezo1 silencing in IVDD rats.

**Results:**

Lumbar instability surgery promoted the expression of Piezo1 in AFCs and stimulated IVDD in rats 4 weeks after surgery. CMS elicited distinct apoptosis of AFCs, with enhanced Piezo1 activation. Yoda1 further promoted CMS-induced apoptosis of AFCs, while GSMTx4 and Lv-Piezo1 exhibited opposite effects. RNA-seq showed that knocking down Piezo1 inhibited the calcium signaling pathway. CMS enhanced Calpain activity and elevated the expression of BAX and cleaved-Caspase3. Calpain2, but not Calpain1 knockdown, inhibited the expression of BAX and cleaved-Caspase3 and alleviated AFCs apoptosis. Lv-Piezo1 significantly alleviated the progress of IVDD in rats after lumbar instability surgery.

**Conclusions:**

Aberrant mechanical loading induces AFCs apoptosis to promote IVDD by activating Piezo1 and downstream Calpain2/BAX/Caspase3 pathway. Piezo1 is expected to be a potential therapeutic target in treating IVDD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13075-023-03093-9.

## Introduction

Lower back pain (LBP) is characterized by high morbidity, high disability rate, and high recurrence rate, which jeopardizes the quality of patients’ life and impose heavy burdens on healthcare expenditure worldwide [1]. IVDD and IVDD-initiated degenerative disc diseases including intervertebral disc herniation, degenerative spondylolisthesis, and spinal stenosis are the common elicitation of LBP [2]. Anatomically, a healthy intervertebral disc (IVD) consists of a gelatinous proteoglycan-rich nucleus pulposus (NP) in the center, a fibrous collagen-rich annulus fibrosus (AF) in the surrounding, and the bilateral cartilaginous endplates (CEP) adjacent to the superior and inferior vertebral bodies. Excessive cellular apoptosis is one of the distinct characteristics during IVDD [3]. In the past few decades, while much of the research progress exploring the underlying mechanisms and novel strategies to ameliorate apoptosis in NP and CEP has been accomplished, much less is achieved in that of AF [4]. Previous studies demonstrate that AF injury can result in IVD structural instability as a mechanism to promote IVDD progression [5–8]. Annulus fibrosus cells (AFCs) apoptosis results in decreased cellularity, which is regarded as a crucial elicitation to AF structural destabilization [9]. Therefore, investigating the contributing factors and underlying mechanism of AFCs apoptosis is of great importance.

Among the contributing factors of cellular apoptosis in IVD, the biomechanical stimulus is a unique factor [8]. IVD functions as a loading absorber and transmitter and provides flexibility to the spine [10]. Aberrant mechanical loading has been proven to be closely associated with apoptosis in NP and CEP [11, 12]. However, the biomechanical characteristic of AF is not similar to NP and CEP. The multilaminar collagen lamellae of AF are strained by intradiscal pressure through two mechanisms: direct radial tensile from the NP expansion and cranial–caudal stretch from the separation of the two endplates [9]. A human AF tissue level analysis exhibited that the tensile hoop stress can reach 12.7 MPa [13]. Several studies have verified the apoptosis of AFCs significantly rises with the elevation of aberrant mechanical loading degree [7, 14–16]. Therapies that inhibit aberrant mechanical loading-induced AFCs apoptosis can result in alleviated IVDD in animal experiments [17, 18]. However, there have not yet been any studies investigating the underlying mechanism that aberrant mechanical loading stimulates AFCs apoptosis.

The Piezo proteins are newly discovered mechanically sensitive ion channel proteins, whose encoding genes (Piezo1 and Piezo2) were identified in 2010 [19]. Piezo participates in the cellular response to external mechanical stimuli, including compression, stretch, gravity, fluid shear, and so on [20, 21]. Piezo helps cells in converting mechanical signals into biological signals by enhancing calcium ions (Ca^2+^) influx and altering subsequent intracellular calcium signaling [22] and then regulating a series of cellular biological processes, including cell proliferation, cell differentiation, cell migration, and cell apoptosis [23–26]. Piezo1 is widely distributed throughout the body, especially in load-bearing tissues in the musculoskeletal system [27–29], while Piezo2 was mainly expressed in sensory neurons and tactile-sensory cutaneous Merkel cells [30, 31]. In IVD, Piezo1 has been verified to be expressed in NP and CEP [32–34]; Piezo1 activation is closely associated with mechanical loading-elicited apoptosis in NP cells [35]. Consequently, there exists a certain possibility that excessive aberrant mechanical loading-induced AFCs apoptosis is mediated by Piezo1. However, no research has explored the expression of Piezo1 in AF and the role of Piezo1 in AFCs apoptosis so far.

Based on the evidence above, we hypothesized that aberrant mechanical loading may activate Piezo1 to promote AFCs apoptosis and aggravate IVDD. To test our hypothesis, the expression of Piezo1 and activation status was detected in human and rat AF tissues and cultured AFCs. Then the CMS-stimulated rat AFCs apoptosis model and a lumbar instability model were employed to ascertain the effect of Piezo1 on AFCs. High-throughput sequencing and subsequent expression verification were utilized to elucidate the underlying mechanisms of CMS-induced AFCs apoptosis. This study is the first to verify the effects of Piezo1 on CMS-induced AFC apoptosis. It may help to better understand the relationship between Piezo1, aberrant mechanical loading, and AFC apoptosis during IVDD, which may provide a prospective strategy for IVDD therapy.

## Methods and materials

### In vivo experiments

#### Animal model

Three-month-old male Sprague Dawley rats were provided by the animal center of Xinqiao Hospital, Army Medical University. The lumbar instability model was based on the previously described methods [17]. Briefly, rats were anesthetized with 2% pentobarbital (50 mg/kg) and carprofen (5 mg/kg) for analgesia. The location of the L4/L5 disc was performed according to a previous study [36]. A line was drawn connecting the iliac crests, indicating the approximate level of the L5/L6 disc space, then L4 and L5 were located by palpation and labeled. A median incision was made in the posterior lumbar spine to expose the L4 and L5. The paraspinal muscle tissue was removed from L4–L5 to remove the dynamic forces created by the muscle forces transmitted across the spine, all lumbar spinous processes and posterior medial 1/2 of bilateral lumbar facet joints were removed, and the supraspinal and interspinous ligaments were excised with the scalpel to remove the static forces created by the bony and ligamentous architecture of the spine. Unbalanced dynamic and static forces were induced to reduce the posterior column stability to promote IVDD. After washing with normal saline containing 100 U/mL of penicillin, the wound was closed and the surface was disinfection again. In the control group, only a median incision was made and then sutured. Cefuroxime (30 mg/kg) was given for three days after the operation.

#### Magnetic resonance imaging

Four weeks after surgery, the rats were euthanized and the lumbar tissues were obtained. A magnetic resonance imager (PHILIPS Ingenia 3.0 T) was used to scan the lumbar tissue of the rats. The parameters are set as follows: TR time (2000 ms), TE time (80 ms), incentive times (2), scan time (3 min and 20 s), fat reduction technology (SPAIR), scan matrix (frequency encoding 368, phase encoding 288), layer thickness (2.5 mm), echo chains (12), and spin echo sequence (TSE sequence). Pfirrmann grading of rat intervertebral discs were calculated according to the Pfirrmann grading criteria.

#### Tissue specimen section

The vertebral body of L4 and L5 and the whole IVDD tissue were collected and fixed with 4% paraformaldehyde for 24 h. Tissue samples were decalcified through 10% EDTA decalcification solution (E1171, Sorlabio, Bejing, China) for 3 weeks. Then, the samples were dehydrated with ethanol solutions and embedded in liquid paraffin to make the paraffin sections. The specimens were then cut into 6-μm sections and placed on slides for later use.

#### Hematoxylin–eosin (H&E) staining and Sirius red staining

H&E staining was performed according to the standardized protocol. The histological grading scale system (Supplementary Table 1) included five categories with scores ranging from 0 points (normal) to 15 points (serious degeneration disc) using the method according to previous studies [37, 38]. The picrosirius red staining method of Novais et al. [39] and Melrose et al. [40] was used after the initial removal of tissue proteoglycans by pre-digestion with bovine testicular hyaluronidase (1000 U/ml) for 2 h at 37℃. The slides were initially stained in Wiegert’s iron hematoxylin for 30 min and stained in 0.1% Sirius red F3B (26–10-8, Sigma-Aldrich) in saturated aqueous picric acid for 2 h. The slides were then dehydrated in three changes of 100% ethanol, then cleared in xylene, and mounted in an Eukitt mounting medium. The sides were examined under polarized light through the microscope (BX53P, Olympus). The percentage of thin collagen fibers (green), intermediate collagen fibers (yellow), or thick collagen fibers (red) in AF was quantified by ImageJ software in the images (average pixels from three fields per section, three sections per rat, three rats per group). Color threshold levels were maintained constant between all analyzed images. Two observers evaluated the histological score of the intervertebral disc blindly.

#### Tunel staining

Sections were dewaxed and rehydrated. After incubation with 20 µg/mL proteinase K without DNase for 15 min, the sections were washed three times with PBS. Prepare Tunel staining solution (C1098, Beyotime, Shanghai, China) according to the reagent manufacturer’s instructions. The sections were incubated with working solution at 37 °C for 60 min in the dark. Sections were then incubated with 5 µg/mL Hoechst 33,258 solution (C1002, Beyotime) for 5 min and observed under the fluorescence microscope. Tunel-positive cells were counted in the images (average proportions from three fields per section, three sections per rat, three rats per group). The field size of regions of interest (ROI) was 400 μm × 700 μm.

### In vitro experiments

#### Isolation and culture of AFCs

AFCs preparation was based on the previously described methods [41]. A total of 32 rats was used to isolated AFCs in the in vitro cell experiments with a maximum of 4 independent repeat. Rats were euthanized by intraperitoneal injection of an overdose of sodium pentobarbital (150 mg/kg). AF tissue was isolated under sterile conditions and cut into approximately 1 mm^3^ fragments with ophthalmic scissors. For each isolation, the AF tissue of 8 rats was pooled and digested with 0.4% collagenase type II and 0.01% hyaluronidase type V for 90 min at 37 °C. Tissue debris was removed using a 70-μm cell filter, and the residues were then centrifuged at 400* g* for 5 min. The supernatant was discarded. Next, the sediment was resuspended by complete media containing Dulbecco’s modified Eagle medium /F-12 (C3130-0500, Viva Cell, Shanghai, China) and 10% fetal bovine serum (C2630-0500, Viva Cell), and 1% penicillin/streptomycin (C0222, Beyotime). Cells were cultured at 37 °C in a cell incubator containing 5% CO_2_. The medium was changed every 3 days, and the AFCs were passaged when the confluency reached 80–90%. The third generation of AFCs received different treatments including CMS, activator/inhibitor, and lentivirus, and the relevant experiments using these AFCs were regarded as one independent repeat.

#### Application of CMS

AFCs were seeded on Bioflex stretched 6-well plates (Flexcell International, Hillsborough, USA), and the cells were treated with CMS when the cell fusion rate reached 80–90%. The Flex-Cell 5000 tension system (Flexcell International) was used to simulate the CMS stimulation on AFCs. The parameter of CMS was selected as 0.5 Hz, 5–20% stretch deformation, 36 h duration, and the cycle mode was sinusoidal cycle, as reported in a previous study [42]; 20% is the maximum failure strain evaluated on annular collagen type I fibers, and 5% corresponds to a strain observed on the annular collagen type I fibers from intervertebral discs submitted to external stress. The loading frequency (0.5 Hz) and duration (36 h) can result in the apparent AFCs apoptosis without inducing cell detachment from the substrate or changing the cell phenotype [43]. After stretching for 36 h, cells were harvested for subsequent tests. Control groups were cultured similarly without CMS.

#### Chemical stimuli on Piezo1 channel

AFCs were treated with 1 μM Piezo1 special agonist Yoda1 (SML1558, Sigma-Aldrich, MO, USA) dissolved in DMSO to achieve chemical activation of Piezo1. AFCs were treated with 0.5 μM Piezo channel inhibitor GsMTx4 (HY-P1410, MCE, CA, USA) dissolved in DMSO to achieve chemical suppression of Piezo1. AFCs treated with DMSO were set as the control group.

#### Knockdown of Piezo1, Calpain1, and Calpain2

A Piezo1 shRNA lentiviral expression vector (pLVX-shRNA-Puro-Piezo1, Lv-Piezo1) and its control vector (pLVX-shRNA-Puro, Lv-ctrl) were constructed by XuanZun bioscience (Shanghai, China). The Piezo1 shRNA target sequence was 5’-GGAGTATGCCAACGAGAAGCA-3’. AFCs were inoculated with Lv-Piezo1 or Lv-ctrl for 24 h at a multiplicity of infection (MOI) of 20, respectively. Then, the AFCs were added with fresh medium. siRNA-Calpain1 and siRNA-Calpain2 were purchased from Tsingke Biotechnology (Beijing, China). To perform the knockdown experiments by siRNA, AFCs were transfected with siRNA Lipofectamine 2000 (11,668,030, Invitrogen, CA, USA) according to the manufacturer’s instructions.

#### Detection of Calpain activity

The detection of Calpain activity was performed using a Calpain activity assay (ab65308, Abcam, MA, USA) according to the manufacturer’s instructions. Briefly, 50 μg cleared supernatant was exposed to 5 μl calpain substrate for 1 h at 37 °C in the presence of a calpain reaction buffer. Fluorescence value was recorded at excitation of 400 nm and emission at 505 nm using a fluorescence plate reader. Relative fluorescence units were then calculated.

#### Apoptosis detection by flow cytometry

AFCs were digested with 0.05% trypsin EDTA (Hyclone, UT, USA) and harvested. Subsequently, Annexin V-PE/7-AAD Apoptosis Detection Kit (C1065L, Beyotime) was performed according to the manufacturer’s instructions. Cells were then evaluated with flow cytometry. Annexin V-PE + /7-AAD- cells (early apoptotic cells) and Annexin V-PE + /7-AAD + cells (late apoptotic cells) were considered as apoptotic cells. The apoptotic incidence was counted and expressed as a percentage of the total number of cells.

#### Apoptosis detection by Tunel staining assay

AFCs were washed three times with PBS and fixed with 4% paraformaldehyde for 30 min. Tunel assay solution (C1098, Beyotime) was prepared according to the reagent manufacturer’s instructions and incubated for 60 min in the dark. The nuclei were then stained with Hoechst 33,258. The samples were observed under the inverted fluorescence microscope (IX73, Olympus, Tokyo, Japan).

#### Apoptosis detection by MMP assay

MitoTracker Red CMXRos kit (C1049B, Beyotime) was used to detect the mitochondrial function of AFCs. Working solution was configured according to the reagent manufacturer’s instructions. AFCs were incubated with working solution at 37 °C for 30 min in the dark. Nuclei were stained with Hoechst 33,258. The samples were observed under the inverted fluorescence microscope.

#### Calcium ions influx detection

Intracellular calcium concentrations were measured by Fluo-4 AM (S1060, Beyotime). AFCs were seeded in small confocal laser dishes and were then loaded with 5 µM Fluo-4 AM for 1 h in Hank’s balanced salt solution containing 0.02% Pluronic F-127 (P6791, Solarbio, Beijing, China) and 1 mM Probenecid (SP9760, Solarbio, Beijing, China) at 37 °C for 1 h in darkness. Then, AFCs were washed 3 times with HBSS. The calcium influx was determined by laser confocal Ca^2+^ imaging technique to evaluate intracellular calcium transient in AFCs. Nuclei were counterstained with Hoechst 33,258.

#### Immunofluorescence staining assay

AFCs were fixed in 4% paraformaldehyde for 30 min. After incubation in immunostaining permeabilizer (P0096, Beyotime), AFCs were incubated with primary antibodies and overnight at 4 °C. Primary antibodies contain Piezo1 (1:100, 15,939–1-AP, Proteintech, Wuhan, China) and Piezo2 (1:500, PA5-72,976, Invitrogen, CA, USA). After washing three times with PBS, appropriate Goat Anti-Rabbit IgG(H + L) Dylight 488 or 648 fluorescent-labeled secondary antibody (1: 500, BS10034 and BS10017, Bioworld, Nanjing, China) was incubated for 1 h in darkness. Nuclei were counterstained with Hoechst 33,258 for 5 min. Images were captured by a laser confocal microscope.

#### Western blot test

AFCs were lysed with RIPA lysis buffer (P0013B, Beyotime), and the protein concentration was determined by BCA assay kit (PC0020, Solarbio); 1/5 volume of loading buffer was added to the lysate, and then the sample was placed in boiling water for 10 min. Proteins are separated by sulfate–polyacrylamide gel electrophoresis (SDS‒PAGE) techniques and transferred to the PVDF membrane. PVDF membrane was blocked by 5% skim milk for 1 h, and then the membrane was incubated with primary antibodies at 4° overnight. Primary antibodies contain calpain1 (10,538–1-AP, Proteintech), calpain2 (11,472–1-AP, Proteintech), Bax (50,599–2-Ig, Proteintech), cleaved-Caspase 3 (9664, Cell Signaling Technology, MA, USA), Piezo1 (5939–1-AP, Proteintech), and Gapdh (60,004–1-Ig, Proteintech). PVDF membrane was washed by TBST and then was incubated with the secondary antibody for 1 h. The secondary antibodies contain Goat Anti-Mouse IgG (H + L) HRP (abs20001, Absin, Shanghai, China) or Goat Anti-Rabbit IgG (H + L) HRP (abs20002, Absin). The expression of the target protein was detected by Clarity Western ECL Subs (1705060SP, Bio-Rad, Universal Hood III, CA, USA) and ChemiDoc imaging system (Bio-Rad) and analyzed by ImageJ software. All results were quantified and normalized to GAPDH.

#### High-throughput RNA-seq and data analysis

High-throughput RNA-seq was performed by Bioguoke Biotechnology Co., Ltd. (Beijing, China). Total RNA was extracted on ice using Trizol (15,596,018, ThermoFisher, DE, USA), RNA concentration and purity were measured using NanoDrop 2000 (ThermoFisher), and RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Then, a cDNA library was assessed on the Agilent Bioanalyzer 2100 system. The Illumina Novaseq platform was utilized for high-throughput RNA-seq. After that, clean data were acquired by removing reads containing adapter, ploy-N, and low-quality reads from raw data. Transcripts were reconstructed using StringTie and HISAT2 tools software were utilized to map the clean data to reference rattus norvegicus genome. The expression of gene was analyzed by fragments per kilobase of transcript per million fragments mapped (FPKM). Differential expression genes were evaluated by the DESeq R package (1.10.1). The corrected *p*-value (FDR < 0.05) and |log2foldchange| (|FPKM|≥ 1) were regarded as the threshold for significant difference of gene expression. Finally, KOBAS software was used to perform the statistical enrichment of differential expression genes in Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and Gene Set Enrichment Analysis (GSEA).

#### Statistical analysis

Each experiment results were calculated from three biological repeats in technical triplicates. Statistical analysis was performed using GraphPad Prism 9 software (San Diego, CA, USA). All data were expressed as the mean ± standard deviation (mean ± SD). Two-group comparisons was evaluated using *t*-test. Multiple comparisons were evaluated using one-way ANOVA followed by Bonferroni’s post hoc test. *p* < 0.05 was considered as statistically significant.

## Results

### Lumbar instability promoted AFCs apoptosis and Piezo1 expression

Four weeks after the lumbar instability surgery, H&E staining of the L4/L5 disc and adjacent endplates revealed a normal, well-organized AF tissue and NP tissue in the control group with a lower histological score, whereas the IVDD group exhibited disorganized laminar structure, fragmented fibers and local fissures in AF tissue, and sharply decreased size in NP tissue with a higher histological score (Fig. 1a, e). The Sirius red staining results showed that the percentage of thick fibers was distinctly elevated in the IVDD group compared with control group, and the percentage of thin fibers was reduced in the IVDD group compared with control group (Fig. 1b, f). MRI results showed a lower signal and a higher Pfirrmann grading score in the L4/L5 disc in the IVDD group (Fig. 1c, g). These results indicated the successful establishment of IVDD model. TUNEL staining showed that the number of apoptotic cells increased significantly in AF tissue of IVDD rats (Fig. 1d, h). We found the expression of Piezo1 elevated in the AF tissue of IVDD rats (Fig. 1i, j), and the expression of Piezo2 is not distinct in AF tissue (Fig S1a). These results above indicated aberrant mechanical loading induced IVDD in rats, with elevated AFCs apoptosis and Piezo1 expression.

**Fig. 1:**
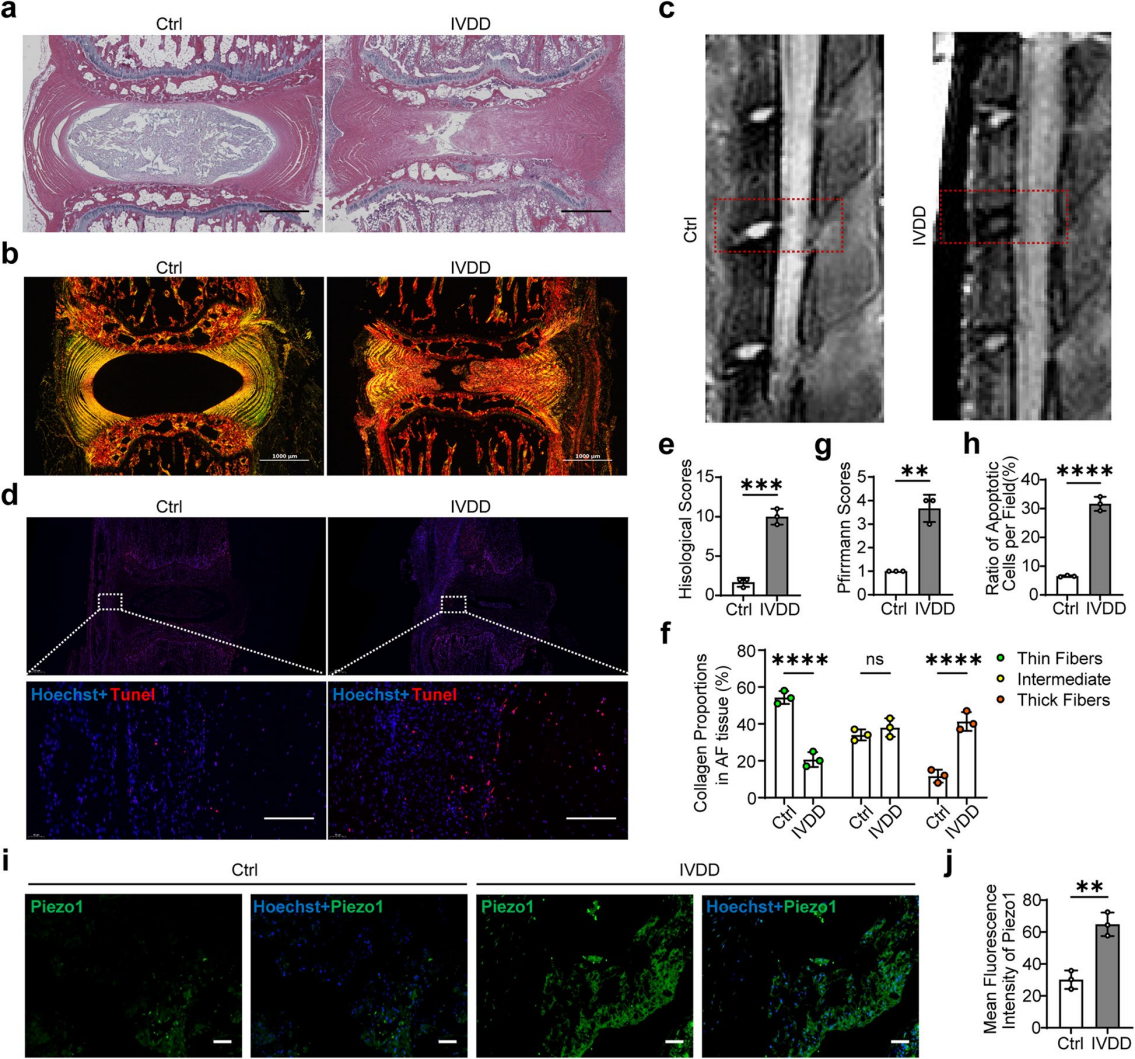
Lumbar instability promoted AFCs apoptosis and Piezo1 expression. **a** Representative H&E staining and histological scoring of rats in the Ctrl group and IVDD group (scale bar = 600 μm). **b** Representative Sirius red staining observed by polarized light microscopy of rats in the Ctrl group and IVDD group (scale bar = 1000 μm). **c** Representative MRI detection of the L4/L5 disc (red dotted box) of rats in the Ctrl group and IVDD group. **d** Representative Tunel staining (red) of AF tissue of rats in the Ctrl group and IVDD group (scale bar = 100 μm). Nuclei were counterstained with Hoechst 33,358 (blue). **e** Histological scoring of H&E staining results of rats in the Ctrl group and IVDD group (*n* = 3). **f** The percentage of thin collagen fibers (green), intermediate collagen fibers (yellow), or thick collagen fibers (red) in AF of rats in the Ctrl group and IVDD group (*n* = 3). **g** Pfirrmann grades of rats shown by MRI in the Ctrl group and IVDD group (*n* = 3). **h** Ratio of apoptotic cells of AF tissue of rats shown by Tunel staining in the Ctrl group and IVDD group (*n* = 3). **i** Representative immunofluorescent staining pictures detecting the expression of Piezo1 channel in AF tissue of the Ctrl group and IVDD group (scale bar = 150 μm). Piezo1 appeared green and nuclei were counterstained with Hoechst 33,358 (blue). **j** Statistic data of mean Piezo1 fluorescent intensity in AF tissue of the Ctrl group and IVDD group (*n* = 3). ^**^P < 0. 01, ^***^P < 0.001, ^****^P < 0.0001

### CMS induced AFCs apoptosis and Piezo1 activation in vitro

Rats AFCs were imposed with CMS induced by Flexcell-5000 tension system. The total percentage of apoptotic AFCs including early apoptosis and late apoptosis significantly increased with the elevation of the extent of elongation, which peaked at 20% elongation (Fig. 2a, d). Moreover, similar results were also shown in the TUNEL staining (Fig. 2b, e). MMP assay results showed that with the increase of elongation, the MMP intensity gradually declined (Fig. 2c, f). These results showed that CMS could induce apoptosis of AFCs; 20% elongation induced the most distinct cellular apoptosis and was used in subsequent experiments. The expression of Piezo1 was upregulated in AFCs under CMS (Fig. 2g, h), and the expression of Piezo2 is not distinct in AFCs (Fig S1b). Calcium ions influx detection results showed that CMS promoted the Ca2 + influx in AFCs (Fig. 2i, j). These results suggested that Piezo1 was expressed in AFCs, and aberrant mechanical loading activated Piezo1 in AFCs in vivo and in vitro.

**Fig. 2:**
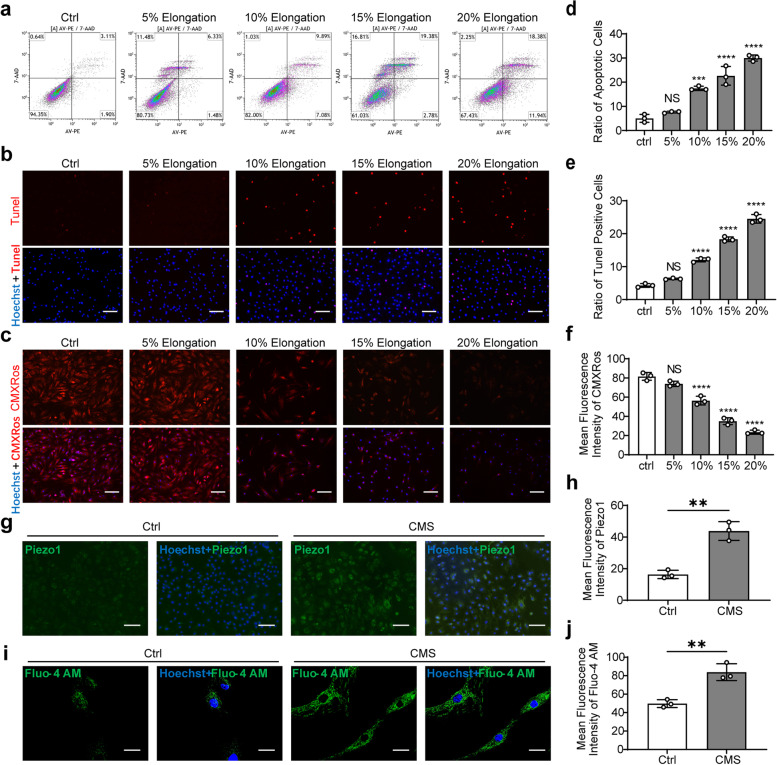
CMS-induced apoptosis of AFCs in vitro. **a** Representative flow cytometry scatter plots detecting AFCs apoptosis under different degrees of CMS. **b** Representative Tunel staining fluorescence pictures detecting AFCs apoptosis under different degrees of CMS (scale bar = 50 μm). Apoptotic AFCs appeared red and nuclei were counterstained with Hoechst 33,358 (blue). **c** Representative MMP staining fluorescence pictures detecting AFCs apoptosis under different degrees of CMS (scale bar = 50 μm). MMP appeared red and nuclei were counterstained with Hoechst 33,358 (blue). **d** Statistic data of apoptotic AFCs under different degrees of CMS determined by flow cytometry (*n* = 3). **e** Statistic data of Tunel-positive apoptotic AFCs under different degrees of CMS determined by Tunel staining (*n* = 3). **f** Statistic data of mean MMP fluorescent intensity in AFCs under different degrees of CMS determined by MMP staining (*n* = 3). **g** Representative immunofluorescent staining pictures detecting the expression of Piezo1 channel in AFCs of the Ctrl group and CMS group (scale bar = 50 μm). Piezo1 appeared green and nuclei were counterstained with Hoechst 33,358 (blue). **h** Statistic data of mean Piezo1 fluorescent intensity in AFCs of the Ctrl group and CMS group (*n* = 3). **i** Representative Fluo-4 AM staining pictures detecting the Ca^2+^ influx in AFCs of the Ctrl group and CMS group (scale bar = 10 μm). Fluo-4 AM appeared green and nuclei were counterstained with Hoechst 33,358 (blue). **j** Statistic data of mean Fluo-4 AM fluorescent intensity in AFCs of the Ctrl group and CMS group (*n* = 3). ^**^P < 0. 01, ^***^P < 0.001, ^****^P < 0.0001

### Regulating the activation of Piezo1 affected AFCs apoptosis under CMS

To further explore the mechanism of Piezo1 in AFCs apoptosis, Yoda1 and GsMtx4 were applied in AFCs under CMS, respectively. Flow cytometry analysis showed that Yoda1 enhanced AFCs apoptosis, while GsMtx4 alleviated AFCs apoptosis (Fig. 3a, d). Similar results were also shown in the Tunel staining (Fig. 3b, e). MMP assay results showed that Yoda1 aggravated the MMP intensity reduction while GsMtx4 ameliorated the MMP intensity reduction stimulated by CMS (Fig. 3c, f). These results indicated that the activation status of Piezo1 is associated with AFCs apoptosis under CMS.

**Fig. 3:**
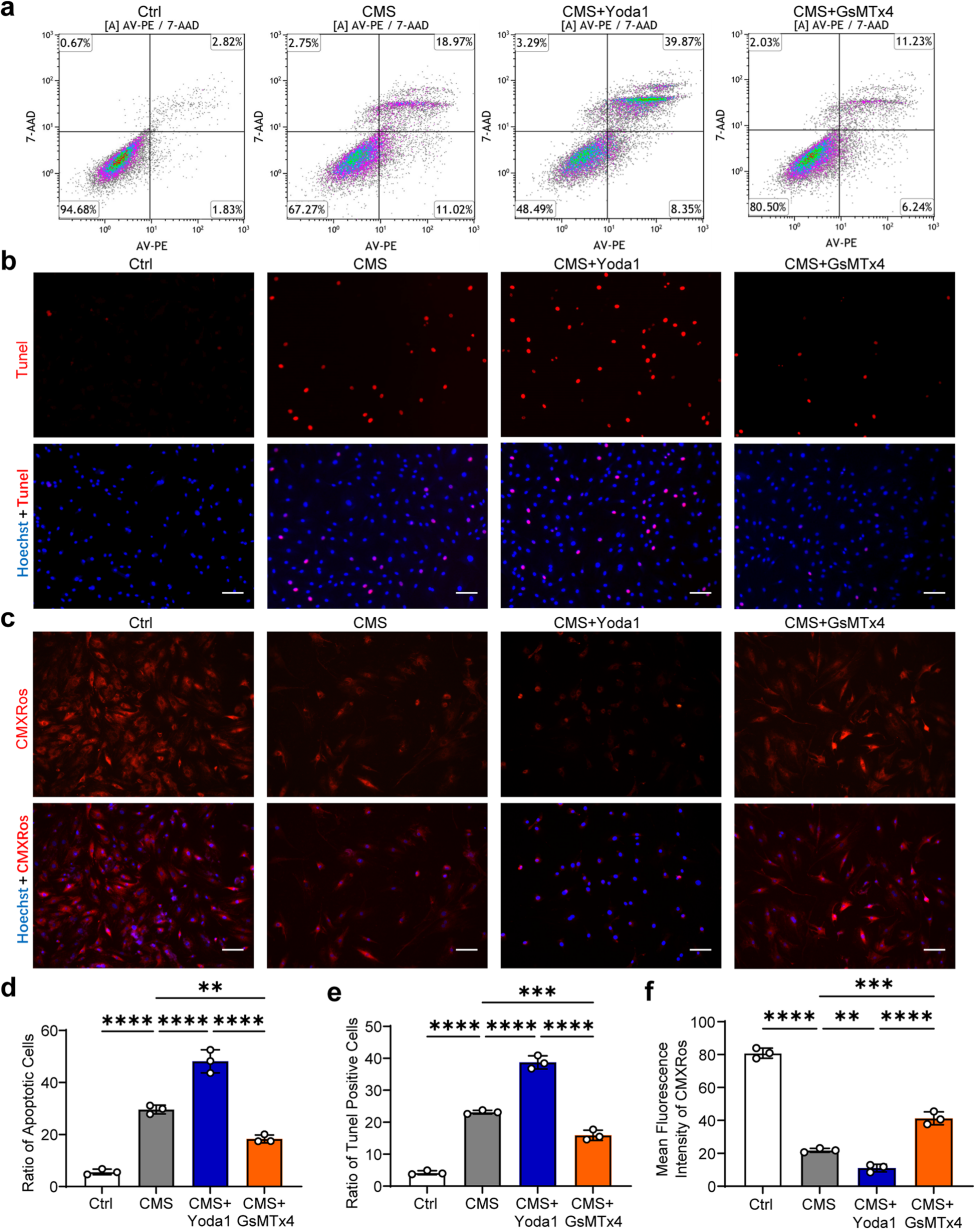
Yoda1 enhanced the apoptosis of AFCs, while GsMtx4 inhibited the apoptosis induced by CMS. **a** Representative flow cytometry scatter plots detecting AFCs apoptosis in the Ctrl group, CMS group, CMS + Yoda1 group, and CMS + GsMtx4 group. **b** Representative Tunel staining fluorescence pictures detecting AFCs apoptosis in the Ctrl group, CMS group, CMS + Yoda1 group, and CMS + GsMtx4 group (scale bar = 50 μm). Apoptotic AFCs appeared red and nuclei were counterstained with Hoechst 33,358 (blue). **c** Representative MMP staining fluorescence pictures detecting AFCs apoptosis in the Ctrl group, CMS group, CMS + Yoda1 group, and CMS + GsMtx4 group (scale bar = 50 μm). MMP appeared red and nuclei were counterstained with Hoechst 33,358 (blue). **d** Statistic data of apoptotic AFCs in the Ctrl group, CMS group, CMS + Yoda1 group, and CMS + GsMtx4 group determined by flow cytometry (*n* = 3). **e** Statistic data of Tunel-positive apoptotic AFCs in the Ctrl group, CMS group, CMS + Yoda1 group, and CMS + GsMtx4 group determined by Tunel staining (*n* = 3). **f** Statistic data of mean MMP fluorescent intensity in AFCs in the Ctrl group, CMS group, CMS + Yoda1 group, and CMS + GsMtx4 group determined by MMP staining (*n* = 3). ^**^P < 0. 01, ^***^P < 0.001, ^****^P < 0.0001

### Knocking down Piezo1 reduced AFCs apoptosis under CMS

To further confirm the role of Piezo1 in CMS-induced AFCs apoptosis, LV-Piezo1 was used to knock down the expression of Piezo1 in AFCs, and the effectiveness of shRNA was verified (Fig. S2a, b). Flow cytometry showed that the apoptosis rate of the Lv-Piezo1 group was reduced compared with the Lv-Ctrl group and CMS group (Fig. 4a, d). Tunel staining showed that the Tunel-positive cells in the Lv-Piezo1 group was lesser than that in the control group and Lv-Ctrl group (Fig. 4b, e). MMP assay results showed that knockdown Piezo1 alleviated MMP intensity reduction under CMS (Fig. 4c, f). These results indicated that Piezo1 mediated the apoptosis of AFCs stimulated by CMS.

**Fig. 4:**
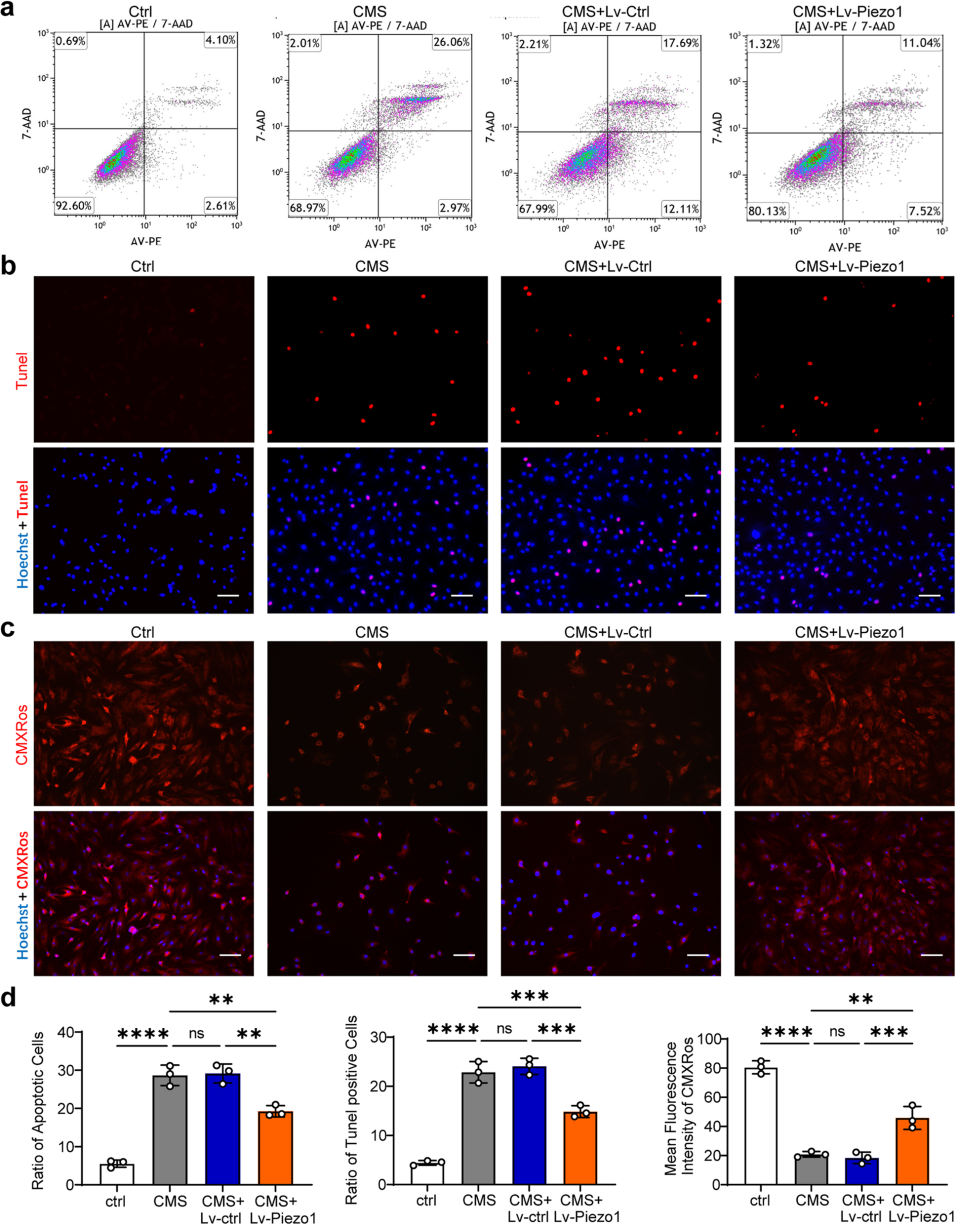
Knockdown of Piezo1 reduced the apoptosis induced by CMS. **a** Representative flow cytometry scatter plots detecting AFCs apoptosis in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group. **b** Representative Tunel staining fluorescence pictures detecting AFCs apoptosis in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group (scale bar = 50 μm). Apoptotic AFCs appeared red and nuclei were counterstained with Hoechst 33,358 (blue). **c** Representative MMP staining fluorescence pictures detecting AFCs apoptosis in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group (scale bar = 50 μm). MMP appeared red and nuclei were counterstained with Hoechst 33,358 (blue). **d** Statistic data of apoptotic AFCs in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group determined by flow cytometry (*n* = 3). **e** Statistic data of Tunel-positive apoptotic AFCs in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group determined by Tunel staining (*n* = 3). **f** Statistic data of mean MMP fluorescent intensity in AFCs in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group determined by MMP staining (*n* = 3). ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001

### RNA-seq showed Piezo1-mediated AFCs apoptosis via calcium signaling pathway

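AFCs isolated from rat annulus fibrosus, the outer ring of the intervertebral disc, were infected with a control lentivirus (Lv-Ctrl) or with a lentivirus carrying a short hairpin RNA against Piezo1 (Lv-Piezo1) at an MOI of 20 for 24 h, and were exposed to CMS at 20% elongation and 0.5 Hz for 36 h. RNA of 8 samples was sequenced, 4 labelled Lv-Ctrl and 4 labelled Lv-Piezo1. The authors removed low-quality reads, mapped the rest to the rat genome with HISAT2 and reconstructed transcripts with StringTie. The deposited table gives TPM, a measure of transcript abundance, for 31699 rows in each sample. Of these rows, 30560 carry an Ensembl gene identifier, 1139 are loci assembled by StringTie, and 7629 have no gene symbol. The paper's methods name FPKM as the measure, and its text does not say how the TPM values were made or which genome build and annotation were used. TPM has the same total in every sample and keeps no sequencing depth, so the depth of the samples is unknown and no interval for counting error is given. Between 16645 and 17022 rows were above 0 in the samples labelled Lv-Ctrl, and between 17191 and 17657 in those labelled Lv-Piezo1. Mitochondrially encoded genes held 7.03% to 7.90% of the TPM of a sample labelled Lv-Ctrl and 6.05% to 6.53% of one labelled Lv-Piezo1. The values were analysed as log2(TPM + 1), a scale that understates the change of genes with low TPM, with limma over the 13103 genes with a mean TPM of at least 1 over the 8 samples. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 1 on the log2 scale. Across these genes, the correlation between 2 samples was 0.973 to 0.983 within a group and 0.939 to 0.945 between the groups, and no pair of samples held identical values. Genes are not independent replicates, so these correlations describe the samples only.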

RNA-seq was performed in 4 in vitro experimental biological repeats received Lv-Ctrl + CMS treatment or Lv-Piezo1 + CMS treatment. Then 4 samples of Lv-Ctrl treated AFCs under CMS and 4 samples of Lv-Piezo1 treated AFCs under CMS were acquired, respectively. 

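Piezo1, the target of the short hairpin RNA, is listed as ENSRNOG00000056786. Its transcript was higher, not lower, in the samples labelled Lv-Piezo1. It measured 31.1, 33.0, 26.7 and 29.5 TPM in replicates 1 to 4 labelled Lv-Ctrl, with a mean of 30.1 ± 2.67 (SD, n = 4). In replicates 1 to 4 labelled Lv-Piezo1 it measured 38.1, 37.7, 40.2 and 41.4 TPM, with a mean of 39.4 ± 1.75 (SD, n = 4). The log2 fold change was 0.38 (standard error 0.06, adjusted p = 8.6e-04 from limma with Benjamini-Hochberg adjustment over all tested genes). Every sample labelled Lv-Piezo1 lay above every sample labelled Lv-Ctrl (exact two-sided permutation test, p = 0.029, the smallest p that 4 samples against 4 allow). The difference was smallest after median-ratio scaling of the samples, at a log2 fold change of 0.22. Because the targeted transcript goes against the label, groups are named by their labels here, and every direction given for these samples is that of the samples labelled Lv-Piezo1 against those labelled Lv-Ctrl. Piezo2 had 0.413 ± 0.142 TPM in the samples labelled Lv-Ctrl and 0.0625 ± 0.005 TPM in those labelled Lv-Piezo1 (SD, n = 4 each), below the limit for testing.

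**Figure D1:**
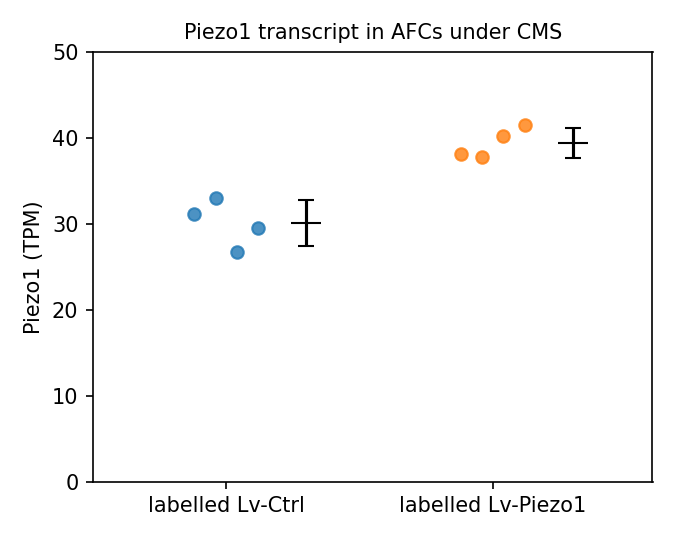
TPM of Piezo1 in each sample (points), with the mean and SD of each group (black), for 4 samples labelled Lv-Ctrl and 4 labelled Lv-Piezo1. The samples labelled Lv-Piezo1 sit between 37.7 and 41.4 TPM, all above those labelled Lv-Ctrl.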

Then RNA-seq was performed to further explore the underlying mechanisms by which Piezo1 affects AFCs apoptosis. Heatmap and volcano plot exhibited the differentially expressed genes (Fig. 5a, b). 

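In the deposited TPM values, 1005 of the 13103 tested genes passed the threshold, 644 of them higher and 361 lower in the samples labelled Lv-Piezo1. In 7106 of the 13103 tested genes (54.2%) the groups did not overlap, which chance gives for 2.86% of genes. Without the fold change threshold, 7626 genes had an adjusted p below 0.05. The tested genes as a whole lay higher in the samples labelled Lv-Piezo1, with a median log2 fold change of 0.14. Median-ratio scaling brought this median to -0.0046, and the share of higher genes among those called was 64.1% on the deposited values, 52.3% after median-ratio scaling and 48.8% after quantile normalization. The largest rise was that of Aqp1, from 55.5 ± 3.18 to 2028 ± 36.1 TPM (SD, n = 4 each), a log2 fold change of 5.17 (standard error 0.04, adjusted p = 5.7e-12 from limma). It was followed by Col4a3 with a log2 fold change of 4.73, RGD1565462 with 4.71, Acta2 with 4.69 and Prss35 with 4.44. This order depended on the pseudocount. With a pseudocount of 0.1, Col4a3 (6.32), RGD1565462 (5.40) and Prss35 (5.26) lay above Aqp1 (5.19). Acta2, which encodes smooth muscle actin, rose from 51.2 ± 2.27 to 1344 ± 40.5 TPM (SD, n = 4 each). The largest fall was that of Nme3, from 38.7 ± 7.63 to 0.138 ± 0.167 TPM (SD, n = 4 each), a log2 fold change of -5.12 (standard error 0.16, adjusted p = 1.7e-08 from limma). Nme3 was listed at 0 in some of the samples labelled Lv-Piezo1, and the table also holds assembled loci that can take reads from a gene they overlap. Gpha2 followed with a log2 fold change of -5.02, Fam111a with -4.42, Il1rl1 with -3.79 and Clic2 with -3.69. For each of these 10 genes the adjusted p from limma was at most 4.8e-08, and all samples of one group lay above all samples of the other. Such p-values set the group difference against the spread within a group. They do not separate the vector from another difference between the cells of the groups.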

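GO annotation was not used here. In its place stood a list of 67 genes tied to mechanical stimulus, written by hand from general knowledge after the deposited table had been opened, so it is not the GO term itself. Of these genes, 52 were tested and 10 were differentially expressed, against 3.47 expected from the 6.68% of genes with a symbol that were called (observed over expected 2.88, one-sided Fisher's exact test, p = 0.0020). In random lists of the same size matched on mean TPM, 10 or more genes were called with a frequency of 0.0031. Of the 10 genes, 4 were higher and 6 lower in the samples labelled Lv-Piezo1. The 6 lower genes alone were over-represented 5.24 times (one-sided Fisher's exact test, p = 9.4e-04), while the 4 higher genes were not separable from chance (observed over expected 1.72, one-sided Fisher's exact test, p = 0.20). Mstn fell from 15.6 ± 1.46 to 1.81 ± 0.363 TPM, Dcn from 1456 ± 69.3 to 519 ± 14.9 TPM and Ptk2b from 24.0 ± 2.08 to 9.00 ± 0.482 TPM. Postn rose from 199 ± 14.6 to 582 ± 26.4 TPM and Tnc from 238 ± 24.5 to 520 ± 27.3 TPM (SD, n = 4 each). The adjusted p of these 5 genes from limma was at most 1.9e-06. Without the fold change threshold the ratio fell to 1.19 (one-sided Fisher's exact test, p = 0.058).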

GO analysis showed that the differentially expressed genes were significantly enriched in “response to mechanical stimulus” (Fig. 5c). KEGG pathway analysis revealed that the differentially expressed genes were significantly enriched in “calcium signaling pathway” (Fig. 5d). 

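KEGG annotation was not used here. It was replaced by a list of 50 calcium channels, pumps and exchangers written by hand before the data were examined, and by a wider hand-written list of 224 genes of calcium signaling families added after the deposited table had been opened. Neither is the KEGG pathway itself. Of the 50 genes, 31 were tested and 2 were differentially expressed, against 2.07 expected (observed over expected 0.97, one-sided Fisher's exact test, p = 0.62). Of the 224 genes, 123 were tested and 16 were differentially expressed, against 8.21 expected (observed over expected 1.95, one-sided Fisher's exact test, p = 0.0076), 9 of them higher and 7 lower in the samples labelled Lv-Piezo1. Against random lists matched on mean TPM, the frequency of 16 or more genes was 0.014. As for the mechanical stimulus list, lists not written for calcium had higher ratios, such as 4.99 for fibrous markers (one-sided Fisher's exact test, p = 0.0022). Over-representation was thus found for the wider list and not for the list of channels, pumps and exchangers. With 31 tested genes against 123, the shorter list had less power. With a pseudocount of 0.1, 4 called genes gave it a ratio of 1.35 (one-sided Fisher's exact test, p = 0.34). The contrast therefore does not show a difference between kinds of calcium genes. Counting only the genes that were lower gave a ratio of 2.59 for the wider list (p = 0.019) and counting only those that were higher gave 1.64 (p = 0.10), both by one-sided Fisher's exact test.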

GSEA analysis showed that Lv-Piezo1-mediated Piezo1 suppression was closely associated with the calcium signaling pathway downregulation in AFCs (Fig. 5e). These results revealed that Piezo1 may affect the function of AFCs by calcium signaling pathway.

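The direction of the calcium lists as a whole was tested with camera, which compares the change of the members with that of all other tested genes (preset correlation between genes 0.01). The list of channels, pumps and exchangers was shifted by 0.07 on the log2 scale toward the samples labelled Lv-Piezo1 (31 genes, two-sided camera adjusted p = 0.83 over 10 lists), and 13 of the 31 genes lay above the median of all tested genes. The wider list was shifted by -0.02 (123 genes, two-sided camera adjusted p = 0.59 over 12 lists), with 60 of the 123 genes above that median. A shift as large was found in 4 of the 35 ways to split the 8 samples for the first list and in 7 of the 35 for the wider list. The rotation test fry, which does not compare with other genes, gave the first list an adjusted p of 0.0013 over 10 lists. The mean log2 fold change of its members was 0.22 and that of the wider list 0.13, near the median of all genes. A GSEA enrichment score on the signal-to-noise ratio over all tested genes, with a positive score for the samples labelled Lv-Piezo1, was 0.47 for the first list (permutation of the sample labels, 70 relabelings, p = 0.31) and 0.30 for the wider list (p = 0.51 by the same permutation). Over the differentially expressed genes alone, the scores were 0.42 (2 genes) and 0.18 (16 genes). Those genes were chosen with the real sample labels, so a permutation of the labels does not test these scores. A shift of either list in one direction against the other genes was thus not detectable.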

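Single calcium genes changed in both directions. Atp2a2, which encodes the calcium pump of the endoplasmic reticulum, fell from 976 ± 118 to 421 ± 31.8 TPM (SD, n = 4 each), a log2 fold change of -1.21 (standard error 0.09, adjusted p = 4.7e-06 from limma). The calcium-permeable channel Trpv2 rose from 5.23 ± 0.23 to 18.8 ± 0.382 TPM (SD, n = 4 each), a log2 fold change of 1.67 (standard error 0.05, adjusted p = 1.2e-08 from limma). No other member of the list of channels, pumps and exchangers passed the threshold, although 4 members passed with a pseudocount of 0.1. Trpc1 rose by 0.70 on the log2 scale (standard error 0.13, adjusted p = 0.0015 from limma), below the fold change threshold. In the wider list the largest falls were those of Vegfd with a log2 fold change of -2.60, Nos2 with -2.10 and Pdgfra with -1.36, and the rises included those of Mylk with 2.30 and Casq2 with 2.21. For each of these 5 genes all samples of one group lay above all samples of the other. From its enrichment analyses and its GSEA (Fig. 5c-e), the paper proposes that Piezo1 acts on AFCs through the calcium signaling pathway. It also measured calcium influx under CMS with a fluorescent probe, and calpain activity with Lv-Piezo1. Transcript levels do not measure either of these.

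**Figure D2:**
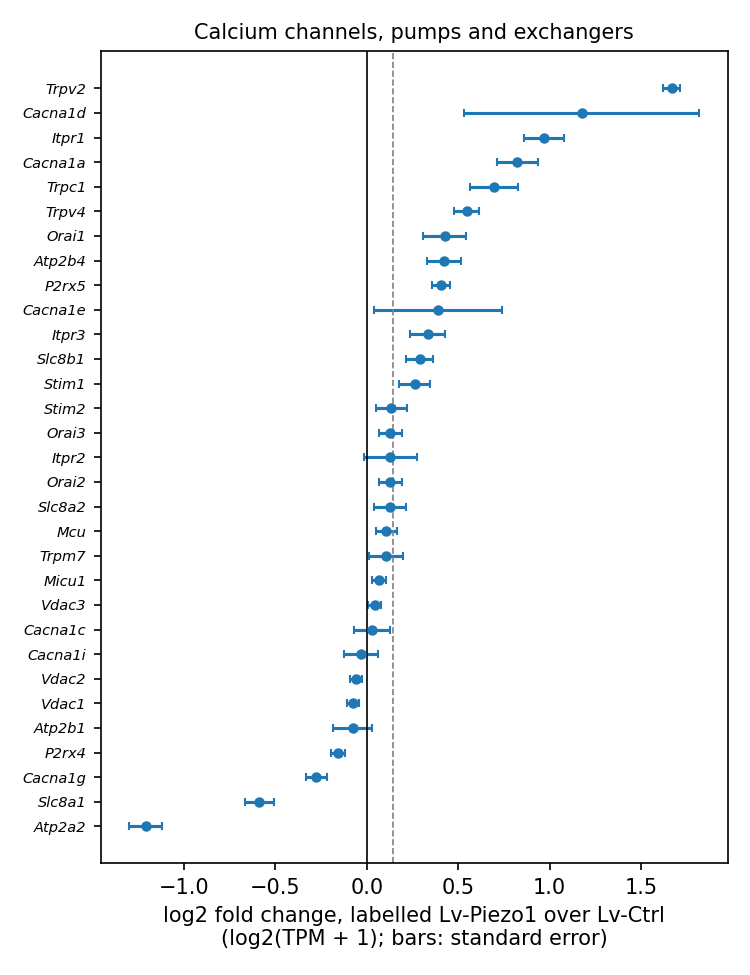
Log2 fold change (labelled Lv-Piezo1 over labelled Lv-Ctrl) of the 31 tested calcium channels, pumps and exchangers, with standard errors as bars, 4 samples in each group. The solid line marks no change and the dashed line the median of all tested genes (0.14). Trpv2 has the largest rise at 1.67 and Atp2a2 the largest fall at -1.21.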

**Fig. 5:**
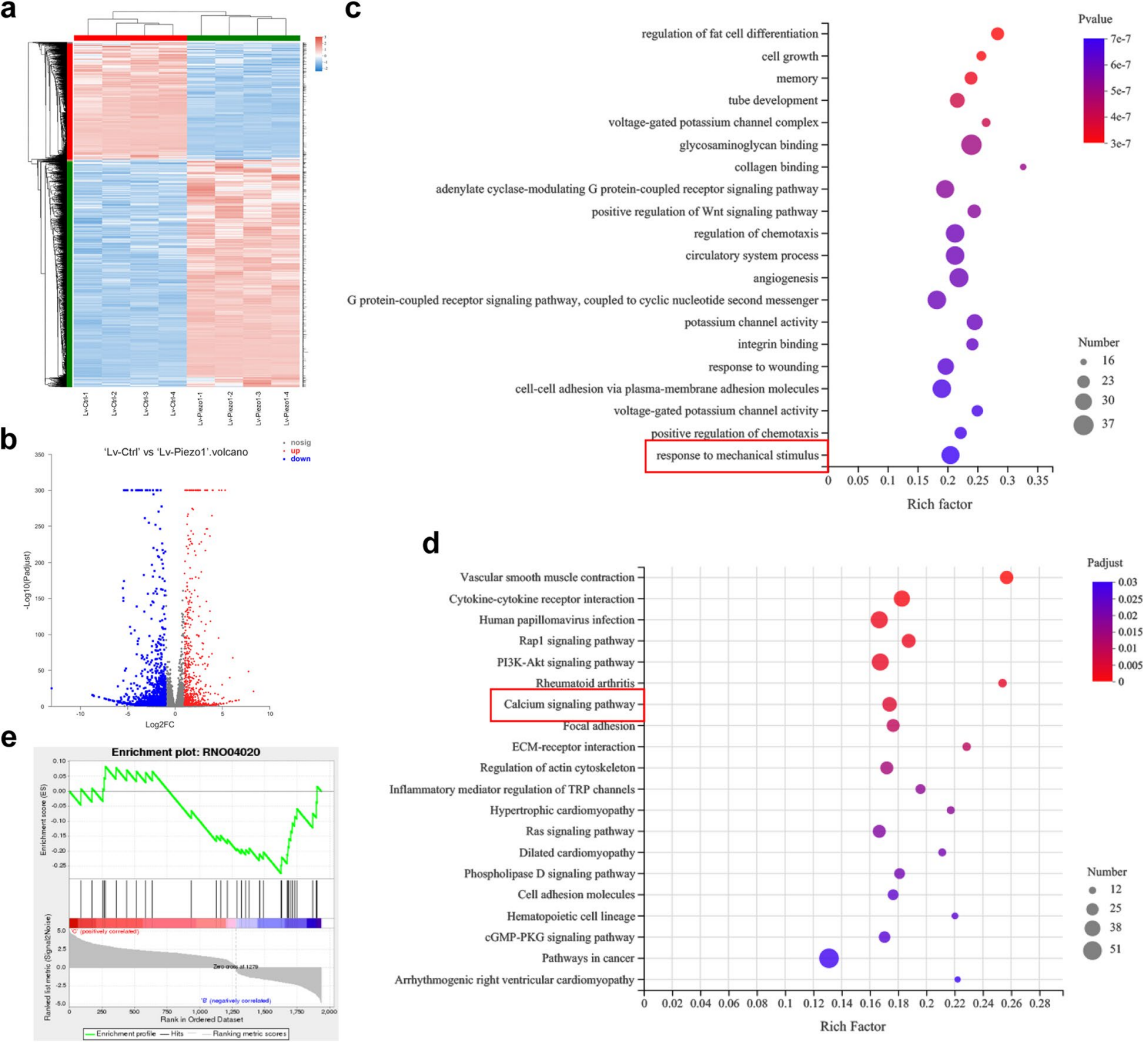
CMS affected the Calcium signaling pathway in AFCs. **a** Heatmap of differentially expressed genes in AFCs treatment with Lv-Ctrl and Lv-Piezo1 under CMS (*n* = 4). **b** Volcano map of differentially expressed genes in AFCs treatment with Lv-Ctrl and Lv-Piezo1 under CMS. **c** GO pathway analysis of differentially expressed genes in AFCs treatment with Lv-Ctrl and Lv-Piezo1 under CMS. **d** KEGG pathway analysis of differentially expressed genes in AFCs treatment with Lv-Ctrl and Lv-Piezo1 under CMS. **e** GSEA analysis of Calcium signaling pathway (KEGG pathway number: RNO04020) in AFCs treatment with Lv-Ctrl and Lv-Piezo1 under CMS

### Piezo1 promotes AFCs apoptosis via Ca2 + /Calpain2/Caspase3 pathway

Next, we explored the downstream mechanism in Piezo1-mediated apoptosis of AFCs. Piezo1-activated calcium signaling pathway can induce downstream calpains activation, which is closely related to apoptosis. We speculated that Piezo1-activated calcium signaling pathway may regulate AFCs apoptosis through calpains. Calpain activity detection kit results showed that CMS elevated the activity of Calpains, and Lv-Piezo1 treatment reduced the activity of Calpains (Fig. 6a). Western blot results showed that the expression of Calpain1, Calpain2, and downstream Bax, Cleaved-Caspase3 were all elevated after CMS and declined after Lv-Piezo1 treatment (Fig. 6b and Fig. S3a-d). To specify the certain Calpain that underlies Piezo1-mediated AFCs apoptosis, siRNA-Calpain1 and siRNA-Calpain2 were used to inhibit the activation of Calpain1 and Calpain2 in Yoda1-treated AFCs under CMS, respectively (Fig. S2b-e). Flow cytometry, Tunel staining, and MMP staining results showed that apoptosis of AFCs was inhibited after siRNA-Calpain2 treatment but not after siRNA-Calpain1 treatment (Fig. 6c-h). Western blot results showed that the expression of Bax and Cleaved-Caspase3 were suppressed after siRNA-Calpain2 treatment (Fig. 6i and Fig. S3e-f). These results indicated that CMS increases AFCs apoptosis by activating Piezo1 and Ca2 + /Calpain2/Caspase3 pathway.

**Fig. 6:**
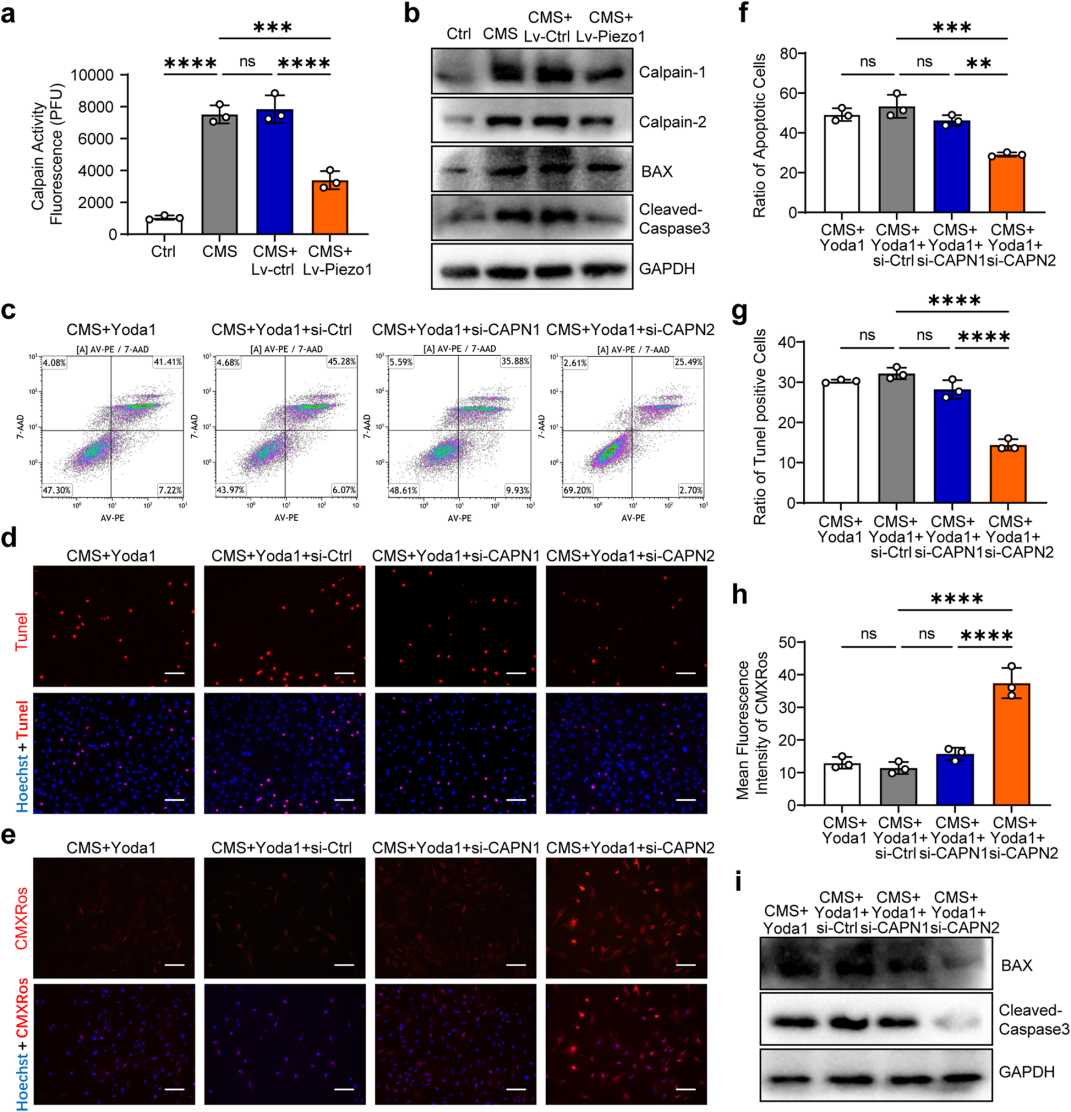
Piezo1 promotes AFCs apoptosis via Ca2 + /Calpain2/Caspase3 pathway. **a** The activity of Calpains in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group as determined by Calpain activity detection kit (*n* = 3). **b** Western blotting analysis showing the Calpain1, Calpain2, Bax, Cleaved-Caspase3 expression in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group (*n* = 3). **c** Representative flow cytometry scatter plots detecting AFCs apoptosis in the CMS + Yoda1 group, CMS + Yoda1 + si-Ctrl group, CMS + Yoda1 + si-CAPN1 group, and CMS + Yoda1 + si-CAPN2 group. **d** Representative Tunel staining fluorescence pictures detecting AFCs apoptosis in the CMS + Yoda1 group, CMS + Yoda1 + si-Ctrl group, CMS + Yoda1 + si-CAPN1 group, and CMS + Yoda1 + si-CAPN2 group (scale bar = 50 μm). Apoptotic AFCs appeared red and nuclei were counterstained with Hoechst 33,358 (blue). **e** Representative MMP staining fluorescence pictures detecting AFCs apoptosis in the CMS + Yoda1 group, CMS + Yoda1 + si-Ctrl group, CMS + Yoda1 + si-CAPN1 group, and CMS + Yoda1 + si-CAPN2 group (scale bar = 50 μm). MMP appeared red and nuclei were counterstained with Hoechst 33,358 (blue). **f** Statistic data of apoptotic AFCs in the CMS + Yoda1 group, CMS + Yoda1 + si-Ctrl group, CMS + Yoda1 + si-CAPN1 group, and CMS + Yoda1 + si-CAPN2 group determined by flow cytometry (*n* = 3). **g** Statistic data of Tunel-positive apoptotic AFCs in the CMS + Yoda1 group, CMS + Yoda1 + si-Ctrl group, CMS + Yoda1 + si-CAPN1 group, and CMS + Yoda1 + si-CAPN2 group determined by Tunel staining (*n* = 3). **h** Statistic data of mean MMP fluorescent intensity in AFC in the CMS + Yoda1 group, CMS + Yoda1 + si-Ctrl group, CMS + Yoda1 + si-CAPN1 group, and CMS + Yoda1 + si-CAPN2 group determined by MMP staining (*n* = 3). **i** Western blotting analysis showing the Bax, Cleaved-Caspase3 expression in the CMS + Yoda1 group, CMS + Yoda1 + si-Ctrl group, CMS + Yoda1 + si-CAPN1 group, and CMS + Yoda1 + si-CAPN2 group (*n* = 3). ^**^P < 0. 01, ^***^P < 0.001, ^****^P < 0.0001

### Knocking down Piezo1-alleviated AFCs apoptosis and IVDD in rats

H&E staining of the L4/L5 disc in Lv-Piezo1 treated IVDD rats revealed that Lv-Piezo1 treatment alleviated the disorganized laminar structure AF tissue and decreased size in NP tissue, which resulted in elevated histological score compared with Lv-Ctrl or PBS treated IVDD rats (Fig. 7a,e). Sirius red staining results showed that Lv-Piezo1 treatment reduced the percentage of thick fibers and elevated the percentage of thin fibers in IVDD rats (Fig. 7b, f). Tunel staining showed that the number of apoptotic cells declined in AF tissue of Lv-Piezo1 treated IVDD rats (Fig. 7c,g). MRI results showed Lv-Piezo1 treated IVDD rats obtained elevated Pfirrmann grading score in the L4/L5 disc compared with Lv-Ctrl- or PBS-treated IVDD rats (Fig. 7d, h). These results showed that Piezo1 knockdown inhibited AFCs apoptosis and IVDD in rats. Schematic diagram of aberrant mechanical loading-induced AFCs apoptosis via activating Piezo1 channel were shown in Fig. 8.

**Fig. 7:**
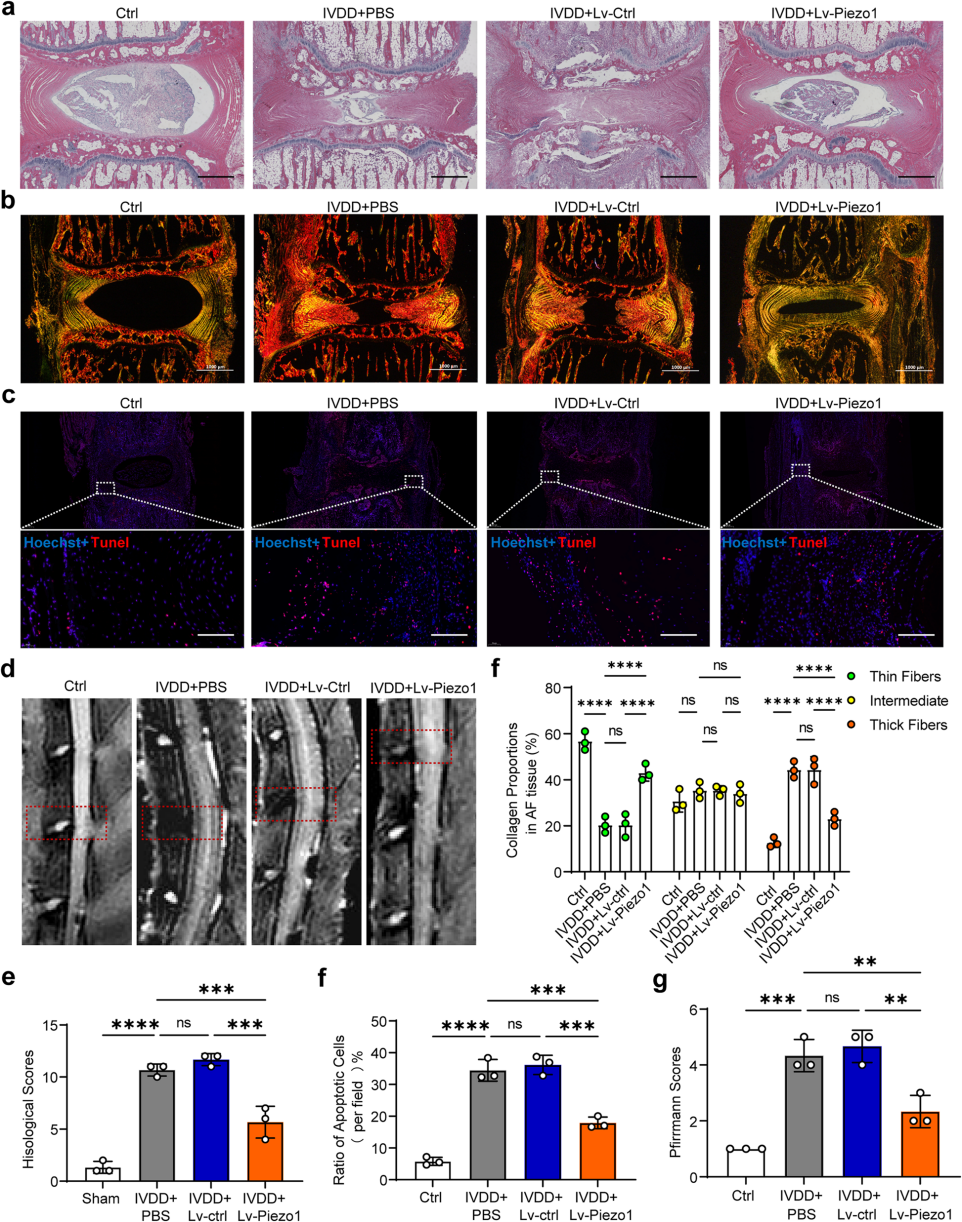
Knockdown of Piezo1 alleviated the lumbar instability induced IVDD in rats. **a** Representative H&E staining of rats in the Ctrl group, IVDD + BPS group, IVDD + Lv-Ctrl group, and IVDD + Lv-Piezo1 group. (scale bar = 600 μm). **b** Representative Sirius red staining observed by polarized light microscopy of rats in the Ctrl group, IVDD + BPS group, IVDD + Lv-Ctrl group, and IVDD + Lv-Piezo1 group (scale bar = 1000 μm). **c** Representative MRI detection of the L4/L5 disc (red dotted box) of rats in the Ctrl group, IVDD + BPS group, IVDD + Lv-Ctrl group, and IVDD + Lv-Piezo1 group. **d** Representative Tunel staining (red) of AF tissue of rats in the Ctrl group, IVDD + BPS group, IVDD + Lv-Ctrl group, and IVDD + Lv-Piezo1 group (scale bar = 100 μm). **e** Histological scoring of H&E staining results of rats in the Ctrl group, IVDD + BPS group, IVDD + Lv-Ctrl group, and IVDD + Lv-Piezo1 group (*n* = 3). **f** The percentage of thin collagen fibers (green), intermediate collagen fibers (yellow), or thick collagen fibers (red) in AF of rats in the Ctrl group, IVDD + BPS group, IVDD + Lv-Ctrl group, and IVDD + Lv-Piezo1 group (*n* = 3). **g** Pfirrmann grades of rats shown by MRI in the Ctrl group, IVDD + BPS group, IVDD + Lv-Ctrl group, and IVDD + Lv-Piezo1 group (*n* = 3). **h** Ratio of apoptotic cells of AF tissue of rats shown by Tunel staining in the Ctrl group, IVDD + BPS group, IVDD + Lv-Ctrl group, and IVDD + Lv-Piezo1 group (*n* = 3). ^**^P < 0. 01, ^***^P < 0.001, ^****^P < 0.0001

**Fig. 8:**
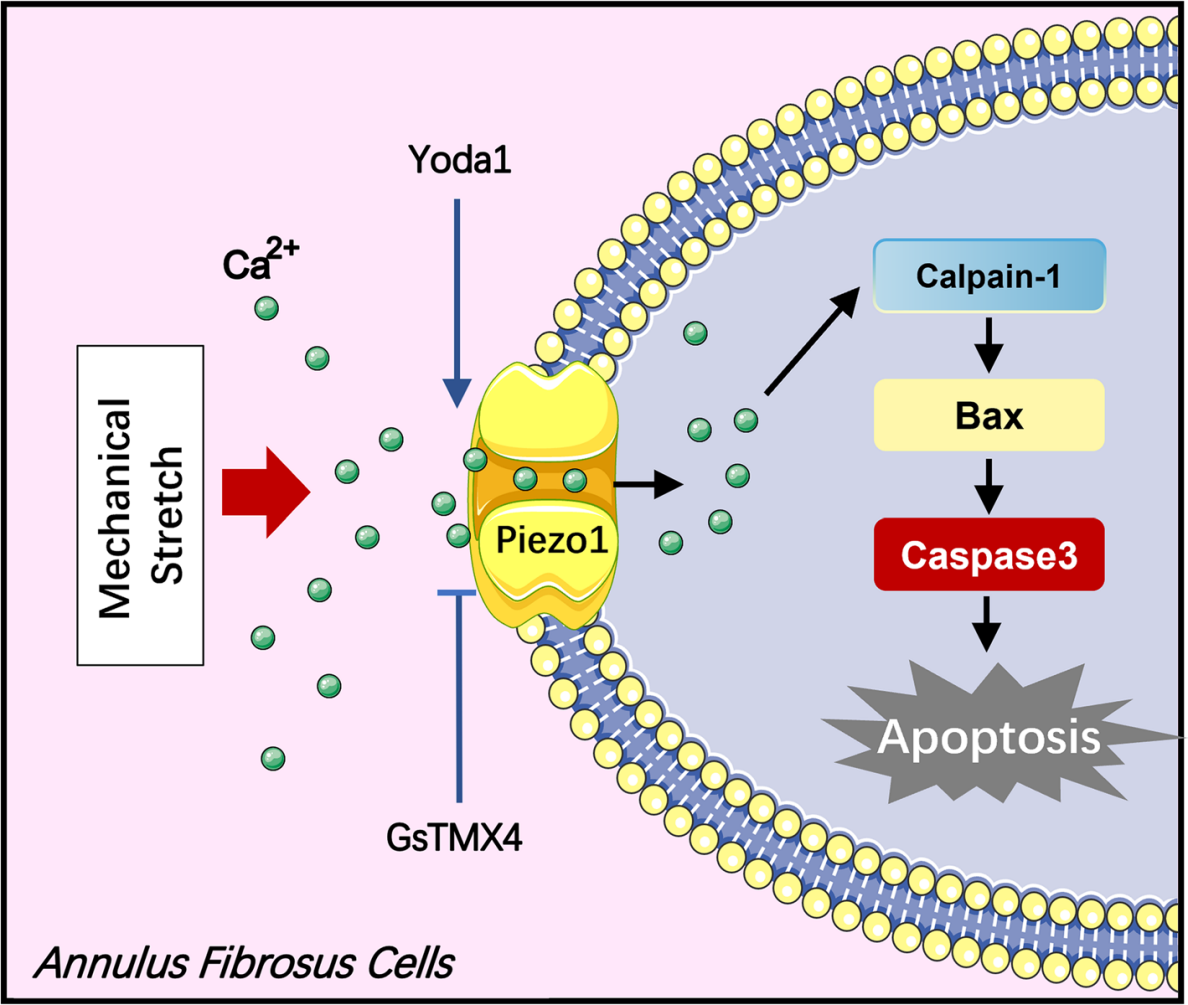
Schematic diagram of aberrant mechanical loading-induced AFCs apoptosis via activating Piezo1 channel

## Discussion

Excessive aberrant mechanical loading-induced AFCs apoptosis is an elicitation of IVDD. However, the underlying mechanisms by which aberrant mechanical loading promotes AFCs apoptosis are not clear. In this study, we explored the role of a mechanosensitive ion channel protein Piezo1 in aberrant mechanical loading-induced AFCs apoptosis and investigated the potential mechanisms. We found that the expression of piezo1 was elevated in the AF of rat experimental IVDD. CMS elicited distinct AFCs apoptosis, as well as up-regulated Piezo1 expression and Piezo1 channel activation. Yoda1 promoted AFCs apoptosis, while GsMtx4 and lentivirus-based Piezo1 knockdown suppressed AFCs apoptosis. RNA-seq showed that Piezo1 activated the calcium signaling pathway, which then activated downstream Calpain2/Bax/Caspase3 axis to stimulate AFCs apoptosis. Intradiscal administration of Lv-Piezo1 significantly alleviated the progress of IVDD in rat experimental IVDD. This study reveals the role of Piezo1 in aberrant mechanical loading stimulated AFCs apoptosis during IVDD and may facilitate the effects of current IVDD therapies.

As a crucial supporting component in the biomechanical properties of IVD, the structural and mechanical integrity of AF is crucial in confining NP. The AF is generally the first site to be injured in the onset of IVDD, after that scar tissue resulting from the healing of small tears or fissures can cause progressive weakening of IVD. Previous studies verified that AF injury is closely related to AFCs apoptosis. The reasons that induced AFCs apoptosis is complex; the excessive aberrant mechanical loading is a unique factor in promoting AFCs apoptosis, which is also proved to be closely related to the cellular apoptosis in other fibrous tissue like tendon, ligamentum flavum, and anterior cruciate ligament [44–46]. Surgery-induced unbalanced dynamic and static forces, which are elicited by lumbar instability surgery, are reported to result in excessive aberrant mechanical loading in AF and contributed to IVDD [47]. This lumbar instability model can cause distinct AFCs apoptosis, as shown in our Tunel staining results and previous studies [17, 18]. In vitro studies also proved that 20% elongation of CMS stimulated distinct apoptosis of AFCs, which is also similar to the cellular response of AFCs to CMS reported by Zhang et al. [42].

Piezo1 and Piezo2 are mechanically sensitive ion channel proteins that convert extracellular mechanical stimuli to intracellular signaling [48, 49]. Piezo1 and Piezo2 participate in aberrant mechanical loading-induced apoptosis in chondrocytes, type II pneumocytes, and tumor cells [50–52]. Piezo1 activation also stimulates the NPCs apoptosis during IVDD [35, 53, 54]. Therefore, we explored the expression of Piezo1 and Piezo2 in AF and investigated whether Piezo1 and Piezo2 mediated the aberrant mechanical loading-induced AFCs apoptosis. We found that Piezo1 is highly expressed in AF, whereas Piezo2 is barely expressed in AF. Using Piezo1-specific activator Yoda1, we found that Piezo1 activation enhanced the CMS-induced AFCs apoptosis. A mechanosensitive cation channels blocker GsMTx4 suppressed the CMS-induced AFCs apoptosis. However, GsMtx4 is not a specific Piezo1 inhibitor for it also hinders the activation of other mechanosensitive cation channels like TRPC1 and TRPC3 [55, 56]. Therefore, we accomplished Piezo1 knockdown via Lv-Piezo1 transfection and verified that Piezo1 activation enhanced the CMS-induced AFCs apoptosis. Moreover, imagological and histological results exhibited that intradiscal administration of Lv-Piezo1 alleviated lumbar instability induced IVDD. These results proved that Piezo1 is a modulator in CMS-induced AFCs apoptosis.

We then investigate the downstream intracellular signaling stimulated by the Piezo1 activation. RNA-seq and KEGG analysis exhibited that the calcium signaling pathway was enriched when the Piezo1 was knockdown in CMS-induced apoptotic AFCs. Piezo1 activation helps cells to convert mechanical signals into biological signals via promoting Ca2 + influx and altering subsequent intracellular calcium signaling to elicit a series of cellular biological processes [57, 58]. Ca2 + plays a central role as a second messenger in eukaryotic signal transduction [59]. The intracellular free Ca2 + concentration is maintained at lower levels than extracellular fluid [60]. Ca2 + overload is associated with all three apoptotic pathways, the intrinsic apoptotic pathway (the mitochondrial pathway), the extrinsic apoptotic pathway (the death receptor pathway), and the endoplasmic reticulum pathway [61, 62]. Our results found that Piezo1 activation promotes the expression of proapoptotic protein Bax and cysteine protease Caspase3. Ca2 + overload can trigger mitochondrial permeability transition via opening the permeability transition pore, then initiate the activation of consequent apoptogenic factors including Bax and initiate the caspase cascade reaction [63–65]. Previous studies have explored the potential mechanisms underlying piezo1 and Ca2 + -induced NPCs apoptosis. Mechanical compression activates Piezo1 in NPCs and induced apoptosis via Ca2 + -induced mitochondria dysfunction [35]. Stiff extracellular matrix activates Piezo1 channel and increased intracellular Ca2 + levels and promotes NPCs apoptosis via aggravating endoplasmic reticulum stress [53]. However, unlike NPCs, AFCs are under excessive aberrant mechanical loading elicited by direct radial tensile from the NP expansion and cranial–caudal stretch from the separation of the two endplates [9]. Therefore, the underlying mechanism that piezo1-induced AFCs apoptosis may be discrepant from piezo1-induced NPCs apoptosis.

Calpains are special Ca2 + -activated non-lysosomal cysteine proteases that are closely related to Ca2 + -mediated apoptosis via caspase activity [66, 67]. The activity of calpains is tightly regulated by intracellular Ca2 + concentration. Calpains consist of several isoforms. In these isoforms, conventional calpains are ubiquitously expressed across all tissues and organs including IVD [68, 69]. Conventional calpains have two isoforms: Calpain1 (µ-calpain) that requires micromolar Ca2 + for activation and Calpain2 (m-calpain) that requires millimolar Ca2 + for activation. Both calpain-1 and calpain2 are closely related to mechanical force-stimulated cell apoptosis [70–74]. Piezo1 has been reported to activate Calpain-2 through the elevated Ca2 + influx [50, 75], and Piezo1-specific activator Yoda1 can enhance Calpain-2 activation [76]. Our results found that CMS enhanced the expression of Calpain1 and Calpain2, and silencing Calpain2, not Calpain1 could reverse the Yoda1- and CMS-stimulated AFCs apoptosis, indicating that piezo1 promotes AFCs apoptosis via Ca2 + influx-mediated Calpain2 activation. To investigate the downstream effectors of Calpain-2 activation, we explored the expression of Bax that can be cleaved by Calpain-2 to induce the cellular apoptosis [77–80]. Our results found that CMS enhanced the expression of Bax and cleaved-Caspase3, whereas knocking down Piezo1 could reverse the CMS-induced AFCs apoptosis. Silencing Calpain2 could suppress the expression of Bax and cleaved-Caspase3, indicating that piezo1 promotes AFCs apoptosis via Calpain2/Bax/Caspase3 pathway.

Although the in vivo experiments using the lumbar instability model and in vitro experiments using the CMS-treated AFCs model proved that aberrant mechanical loading activates Piezo1 to induce AFCs apoptosis in IVDD, it should be noted that it cannot completely simulate the situation in IVDD given the complex biomechanics alteration during the progress of IVDD. For example, Bonnevie reported that the release of residual strain in the degenerative intervertebral disc is related to the AFCs apoptosis [7]. Besides, the aberrant compressive overload contributes to AFCs apoptosis and aggravates IVDD, as shown by the static or transient disc bending models [81, 82], and static or dynamic axis compressive models [83, 84]. In addition, asymmetric loading has been reported to elicit AFCs apoptosis and subsequent IVDD [8]. Moreover, aberrant shear stress is also a non-negligible biomechanical factor that can result in IVDD and AF tissue disruption, although no direct evidence demonstrates that aberrant shear stress can lead to AFCs apoptosis [85]. The unbalanced dynamic and static forces stimulated by the lumbar instability model can result in AFCs apoptosis and exacerbate IVDD, but we surmise it only accounts for a portion of aberrant mechanical loading-induced degenerative alteration and AFCs apoptosis. However, given that Piezo1 participates in the cellular response to a variety of mechanical loading including compression, stretch, and shear force, there exists a certain possibility that piezo1 responses to these aberrant mechanical loadings and participates in AFCs apoptosis and IVDD progression.

In summary, we explored the expression of Piezo1 in AF tissue and the role of Piezo1 in CMS-stimulated AFCs for the first time. We verified that aberrant mechanical loading could initiate AFCs apoptosis to promote IVDD, which is mediated by activating Piezo1 and subsequent calcium signaling pathway to active downstream Calpain2/Bax/Caspase3 axis. Knocking down Piezo1 could alleviate the progress of IVDD initiated by lumbar instability surgery. Therefore, Piezo1 is a crucial factor in inducing AFCs apoptosis and Piezo1 is expected to be a potential therapeutic target in treating IVDD.

## Conclusions

Piezo1 is highly expressed in AF tissue and AFCs. Aberrant mechanical loading could induce AFCs apoptosis by activating Piezo1 and downstream Calpain2/Bax/Caspase3 pathway to induce IVDD. Knocking down Piezo1 could effectively alleviate the progress of IVDD. Therefore, Piezo1 possesses the potential to become a therapeutic target in treating IVDD in the future.

## Supplementary Information

**Additional file 1: Figure S1.** The expression of Piezo2 in AF tissue and AFCs. (a) Representative immunofluorescent staining pictures detecting the expression of Piezo2 channel in AF tissue of the Ctrl group and IVDD group (scale bar = 150 μm). Piezo2 appeared green and nuclei were counterstained with Hoechst 33358 (blue). (b) Representative immunofluorescent staining pictures detecting the expression of Piezo2 channel in AFCs of the Ctrl group and CMS group (scale bar = 50 μm). Piezo2 appeared green and nuclei were counterstained with Hoechst 33358 (blue).** Figure S2.** Verification of Piezo1 knockdown by Lv-Piezo1 (*n* = 3). Verification of Calpain1 and Calpain2 knockdown by si-CAPN1 and siCAPN2 (*n* = 3). **Figure S3.** Statistic data of western blotting. (a-d) Western blotting analysis showing the Calpain1, Calpain2, Bax, Cleaved-Caspase3 expression in the Ctrl group, CMS group, CMS + Lv-Ctrl group, and CMS + Lv-Piezo1 group (*n* = 3). (e-f) Western blotting analysis showing the Bax, Cleaved-Caspase3 expression in the CMS + Yoda1 group, CMS + Yoda1 + si-Ctrl group, CMS + Yoda1 + si-CAPN1 group, and CMS + Yoda1 + si-CAPN2 group (*n* = 3). **P<0.01, ***P<0.001, ****P<0.0001.** Table S1. **Histological grading scale system.

## Data Availability

The datasets described and analyzed during the current study are available from the corresponding author on reasonable request. The RNA sequencing data used to support the findings of this study has been deposited in the Sequence Read Archive (https://www.ncbi.nlm.nih.gov/) repository (GSE216445).

## Abbreviations

AFCs: Annulus fibrosus cells
IVDD: Intervertebral disc degeneration
CMS: Cyclic mechanical stretch
MMP: Mitochondrial membrane potential
Lv-Piezo1: Lentiviral shRNA-Piezo1
RNA-seq: High-throughput RNA sequencing
LBP: Lower back pain
IVD: Intervertebral disc
NP: Nucleus pulposus
AF: Annulus fibrosus
CEP: Cartilaginous endplates
FPKM: Fragments mapped
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
GSEA: Gene Set Enrichment Analysis

How the deposited data were processed for this re-analysis (not part of the article)

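RNA-seq was measured in AFCs under CMS, in 4 samples labelled Lv-Ctrl and 4 labelled Lv-Piezo1. The authors removed reads with adapters, poly-N and low quality, mapped the rest to the rat genome with HISAT2, and reconstructed transcripts with StringTie. The deposited values are TPM, made by the authors and rounded to 2 decimals, with 1 column per sample and the mean of each group. The group means equal the arithmetic means of the sample columns. Each sample column was matched to its sample through the sample labels. The paper's methods describe FPKM and the DESeq package. TPM is not a count, so no count model was fitted. TPM keeps no depth, so the sequencing depth is unknown and the precision of a value rests on the spread of the 4 samples of a group alone. The paper calls the samples biological repeats, but the values do not show whether the samples of a group are separate isolations. If they are not, the p-values leave out the spread between isolations. Where a gene has a TPM of 0 it is only said to be listed at 0.

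From the deposited TPM, log2(TPM + 1) was computed for the 13103 genes with a mean TPM of at least 1 over the 8 samples, of which 1522 have no symbol and 656 are assembled loci. The groups were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with a trend, Benjamini-Hochberg adjustment). A gene was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1, the threshold in the paper's methods. All 8 samples entered the fit, without a block. Single genes were also compared with an exact two-sided permutation test over the 70 relabelings of the samples. Gene lists were tested with camera (preset correlation 0.01), with fry, and with camera at an estimated correlation, and over-representation was tested with a one-sided Fisher's exact test against the tested genes with a symbol. The GSEA enrichment score used the signal-to-noise ratio with permuted sample labels. The tests of GO and KEGG terms written before the data were examined could not be run as written, because no GO or KEGG annotation was used here. The list of 50 calcium channels, pumps and exchangers took the place of the KEGG pathway, as planned for that case. The list of 67 genes tied to mechanical stimulus and the wider list of 224 calcium signaling genes were added after the table had been opened. All lists were written from general knowledge. The other lists written before the data were examined covered interferon-stimulated genes, YAP targets, proliferation, contractile genes, chondrocyte-like and fibrous markers, macrophage and endothelial markers and the genes named by the paper, and the closing section gives their results.

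The genes named in the text are those the paper names, the 5 largest rises and the 5 largest falls among called genes with a symbol, a mean TPM of at least 5 and no overlap between the groups, and up to 3 rises and 3 falls by the same rule in each of the calcium and mechanical stimulus lists. A few genes that meet this rule are not reported here. Genes named outside this rule are marked as chosen after their values were seen. The limits for genes on in one group and off in the other, the measure for smooth muscle and pericyte markers, and the test of scaling for the gene lists were changed after values had been seen. The fit was tested on simulated data for 12961 genes with the means and spreads of the real ones, 200 of them changed. It called 197 of the 200 changed genes in the right direction (98.5%) and gave an adjusted p below 0.05 to 11 unchanged genes. The simulated changes were all larger than the fold change threshold, lay only in genes of about 5 TPM or more, and had independent noise. In the real data far more genes differed, 7626 with an adjusted p below 0.05 from limma. The 98.5% is therefore not the sensitivity of the fit on the real data. Gene symbols were matched to the RefSeq gene table of assembly GRCr8 only for gene order, where 11072 symbols (96.8% of those tested) had an entry, and no coordinates of it are given. The site of the short hairpin RNA in the genome was not analysed here.

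The alternatives were a pseudocount of 0.1, no filter on low TPM, a mean TPM of at least 5, median-ratio scaling, quantile normalization, leaving out mitochondrially encoded genes, moderation without a trend, the replicate number as a block, no fold change threshold, other backgrounds and directions for the enrichment tests, other set tests, and leaving out each sample in turn. They were set before the data were examined, except the added lists and the random lists matched on mean TPM.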

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

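The contractile and proliferation lists and the alternative fits used in this part were set before the data were examined. Among the tests of explanations, the splits of the samples for these lists and the check of neighbouring genes were set before their results were seen. The other tests of explanations were chosen or changed after the result was seen. All directions are those of the samples labelled Lv-Piezo1 against those labelled Lv-Ctrl, and they carry the limit that Piezo1 itself went against the label.

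The Piezo1 transcript of these samples, which the paper does not report, was higher by 0.38 on the log2 scale in the samples labelled Lv-Piezo1. Scaling of the TPM columns as the whole cause is argued against by the log2 fold change of 0.22 (standard error 0.05) that remained after median-ratio scaling. A single deviating sample is argued against by the lowest value among the fits that each left out 1 sample, 0.33. Exchanged group labels stay open, because no value in the table marks which vector a sample received. With the labels exchanged, Piezo1 would be 23.7% lower in the knockdown. A knockdown that acts on the protein and spares the transcript was not tested.

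The 20 contractile genes, a list written before the data were examined, rose by 1.69 on the log2 scale over the other genes (camera adjusted p = 2.8e-10 over 10 lists, 20 of 20 genes above the median of all genes, 12 past the threshold). Genes chosen after their values were seen include Tagln, from 219 ± 4.64 to 2730 ± 41.2 TPM, Myh11, from 1.80 ± 0.219 to 47.9 ± 1.31 TPM, and Cnn1, from 15.9 ± 0.936 to 260 ± 3.61 TPM (SD, n = 4 each). Only 1 of the 35 splits of the 8 samples, the real one, moved the list as far, and the next largest shift was 0.87. The count was also 1 for lists without a camera call, such as the interferon-stimulated genes (shift of 0.11 in size). It therefore does not single out the contractile list. Scaling as the whole cause is argued against by the mean log2 fold change of the list's genes, which went from 1.84 on the deposited values to 1.69 (standard error over genes 0.32) after median-ratio scaling. With the correlation between genes estimated, the adjusted p was 0.069, while fry gave 3.1e-09. A larger share of mature smooth muscle cells or pericytes in one group and a change of state of the AFCs cannot be told apart: the median log2 fold change of 12 other markers of those cells was 0.74, with 4 called higher, Mcam among them (7.17 to 62.2 TPM), and 2 called lower, Kcnj8 (326 to 39.1 TPM) and Abcc9 (73.7 to 12.3 TPM). The marker list of 20 genes was written after Kcnj8 and several contractile genes had been seen. None of its genes is in the contractile list, and 12 of them had at least 1 TPM in the samples labelled Lv-Ctrl, which does not show which cells express them. The median was taken as the measure after a count of the markers below 1 TPM in the samples labelled Lv-Piezo1 (4 genes) had been seen. These were Rgs5 (0.258 TPM), Kcnmb1 (0.0375 TPM), and Rergl and Heyl, both listed at 0. The median covers tested genes only and so leaves them out. It also leaves out Notch3 (0.18 to 1.47 TPM) and Ebf1 (0.258 to 1.12 TPM), which were higher in the samples labelled Lv-Piezo1. An effect of the lentivirus or of the hairpin also stays open, as untested.

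The 27 tested proliferation genes rose by 0.64 over the other genes (camera adjusted p = 2.2e-07 over 10 lists, 27 of 27 genes above the median of all genes, 5 past the threshold). Fry gave an adjusted p of 1.8e-07, and the estimated correlation 0.069. Mki67, chosen after its values were seen, went from 2.84 ± 0.206 to 5.98 ± 0.55 TPM, and Top2a from 4.47 ± 0.367 to 8.56 ± 0.403 TPM (SD, n = 4 each). Only 1 of the 35 splits moved the list as far, and the next largest shift was 0.35, a count that lists without a camera call shared. The mean log2 fold change of the list's genes went from 0.79 on the deposited values to 0.65 (standard error over genes 0.05) after median-ratio scaling, which argues against scaling as the whole cause. Differences in cell density or time in culture between the groups were not tested.

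A total of 48 genes were on in one group, with at least 2.5 TPM in every sample, and off in the other, below 0.5 TPM in every sample. These limits were set after the values had been seen. A first definition, a mean of at least 5 TPM in one group and every sample below 0.5 TPM in the other, gave 82 genes and was replaced because single high samples decided many of them. Of the 48 genes, 37 were on in the samples labelled Lv-Piezo1, among them Col4a3 (0.335 against 34.5 TPM), and 11 in those labelled Lv-Ctrl, among them Nme3 (38.7 against 0.138 TPM). Only 1 of the 35 splits, the real one, gave as many, and the next gave 2. Loci without a symbol made up 37.5% of the 48 genes (18 genes) and 11.6% of the tested genes (one-sided Fisher's exact test, p = 3.6e-06), which is consistent with a part of them arising where assembled or unannotated loci took the reads of a gene in one group. Cells of different animals in the groups cannot be excluded. Of the 15 RT1 (major histocompatibility) and Y-linked genes with a mean TPM of at least 1, 0 were on in one group and off in the other, but a pool of several rats could hide such a difference. RT1-T24-4, chosen after its values were seen, rose from 2.82 ± 0.609 to 19.5 ± 2.5 TPM (SD, n = 4 each).

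The Y-linked gene Eif2s3y had 61.1 ± 1.36 TPM in the samples labelled Lv-Ctrl and 15.1 ± 0.779 TPM in those labelled Lv-Piezo1 (SD, n = 4 each), a log2 fold change of -1.95 (standard error 0.04, adjusted p = 2.7e-09 from limma). The other Y-linked genes tested moved the same way, Kdm5d by -1.14 (adjusted p = 3.1e-06 from limma) and Uty by -1.16 (adjusted p = 2.8e-05 from limma). A test of whether Y-linked genes were on in one group and off in the other found none, and the falls were noticed on looking at those values, so they are a hypothesis tested on the same data. After median-ratio scaling Eif2s3y had a log2 fold change of -2.11, which argues against scaling, and its highest value labelled Lv-Piezo1 was 16.0 TPM, below the lowest labelled Lv-Ctrl at 59.9 TPM, which argues against 1 deviating sample. Different shares of cells with a Y chromosome in the groups may underlie the falls, which was not tested. Gains or losses of other chromosome segments were looked for in 211 windows of 50 neighbouring genes. The largest window median, set against that of all genes, was 0.23, within the 0.25 reached in 200 shuffles of gene order, although the spread of the window medians (0.09) was above that of every shuffle (at most 0.065). Neighbouring genes are often expressed together, so this spread does not decide, and a segment changed in a small share of cells cannot be told apart from none.

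In 9 of 100 groups of 4 samples tested, a sample stood far from the others, where chance gives about 1 in 20. The gap to the nearest sample over the range was 0.881 for Acta2, 0.835 for Top2a and 0.888 for the mean of the endothelial list in replicate 4 labelled Lv-Piezo1, and 0.835 for Casq2 in replicate 1 labelled Lv-Piezo1. In replicate 3 labelled Lv-Ctrl it was 0.88 for Gpha2, 0.942 for Postn, 0.901 for Dcn and 0.909 for Piezo2. In replicate 1 labelled Lv-Piezo1 it was 1 for Piezo2, near 0 TPM. For Acta2, Top2a, Casq2, Gpha2, Postn, Dcn and Piezo2 all samples of one group still lay above all samples of the other. No explanation of these gaps, technical or biological, was tested.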

How the results depend on the processing

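The alternatives were set before the data were examined, except the wider calcium list and the random lists matched on mean TPM, which were chosen after seeing the data. The list of channels, pumps and exchangers was the planned stand-in for KEGG members and is the reported result, so it has no separate value as an alternative.

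The log2 fold change of Piezo1 stayed positive with an adjusted p below 0.05 under all alternatives, from 0.22 to 0.39, and from 0.33 to 0.43 across the 8 fits that each left out 1 sample. The count of differentially expressed genes was 628 with a mean TPM of at least 5 (372 higher), where fewer genes are tested, and 618 of the reported genes were among them. With a pseudocount of 0.1 it was 1438, with 952 higher and 486 lower, and 998 of the reported genes were among them. Without a fold change threshold it was 7626, with 5489 higher and 2137 lower. Leaving out 1 sample gave 996 to 1038 genes, with 626 to 681 higher and 346 to 386 lower. After median-ratio scaling 875 of the 1005 genes were still called, and after quantile normalization 819. These scalings remove the shift of 0.14 in the median of all genes, and the share of higher genes among those called went from 64.1% to 52.3% and 48.8%.

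The mechanical stimulus list kept its over-representation in the 8 fits that each left out 1 sample, from 2.56 to 3.02. It lost it without a fold change threshold (1.19) and for the higher genes alone (1.72). The cause was not tested. The list of channels, pumps and exchangers has 2 called genes, and its ratio of 0.97 crossed 1, to 1.35 with a pseudocount of 0.1 (4 called genes), 1.53 with a mean TPM of at least 5, 1.01 after median-ratio scaling, 1.06 after quantile normalization and 1.47 for the lower genes alone, and went from 0.95 to 1.44 across the fits that left out 1 sample, where 3 genes were called in the fits above 1. None of the alternatives set before gave it a p below 0.05. With the wider calcium list the ratio was 1.95. Its over-representation (p = 0.0076 from the one-sided Fisher's exact test) was lost for the higher genes alone (1.64).

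The set test of the list of channels, pumps and exchangers kept its sign (0.055 to 0.10 across the fits that left out 1 sample), and only fry took its shift of 0.074 past the threshold (adjusted p = 0.0013 over 10 lists), since fry does not set the list against the other genes. The wider list gave -0.022, without passing the threshold. That list had the opposite sign without replicate 2 labelled Lv-Ctrl (3.4e-04), the highest of the 8 fits, with -0.025 the lowest, and by the GSEA enrichment score over all tested genes (0.30) and over differentially expressed genes (0.18). Fry took it past the threshold as well.

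The contractile and proliferation lists kept their call by camera with the preset correlation in every alternative fit, with shifts from 1.68 to 1.83 and from 0.60 to 0.74, and lost it with the correlation estimated (adjusted p = 0.069 for both). The endothelial list of 4 tested genes passed the threshold by camera after median-ratio scaling (1.13) and quantile normalization (1.11) and in no other camera fit, while fry took it past the threshold on the deposited values.

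Transcripts near the threshold depended on the scaling. Capn1 was at -0.083 after median-ratio scaling and -0.092 after quantile normalization, and from -0.057 (without replicate 3 labelled Lv-Ctrl) to 0.17 across the fits that left out 1 sample. Capn2 was at -0.0048 after median-ratio scaling and kept its sign without its call after quantile normalization (0.10), without mitochondrially encoded genes (0.14), without a filter, without a trend and with the replicate block (0.16 each), and from 0.10 to 0.19 with 1 sample left out, losing its call in 6 of the 8 fits. Bax lost its call after median-ratio scaling (0.16). Gapdh was at -0.21 after median-ratio scaling, without passing the adjusted p, and at 0.055 after quantile normalization, and from -0.17 (without replicate 3 labelled Lv-Ctrl, where it passed the adjusted p) to 0.032 (without replicate 1 labelled Lv-Ctrl) with 1 sample left out. The cause was not tested beyond the removal of the shift of all genes.

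The paper regards experiments on AFCs of the same pooled isolation as an independent repeat. It does not state that samples with the same replicate number share an isolation. The values showed no pairing by replicate number. The correlation of the deviations from the group means between same-numbered samples was -0.03, -0.06, -0.05 and -0.01 for replicates 1 to 4. With the replicate number as a block, 1004 genes were called, 644 higher and 360 lower, and Piezo1 had a log2 fold change of 0.38 with an adjusted p of 0.0068 from limma. The blocked ratio was 2.88 for the mechanical stimulus list and 0.97 for the channels, pumps and exchangers, and the block lost the call of Capn2 named above.

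Of the 35 splits of the 8 samples, 1 gave as many differentially expressed genes, the real one, and the next gave 5. The same held for the number higher (1 split) and lower (1 split). A shift of the channels, pumps and exchangers as large was found in 4 splits. The over-representation of the lists cannot be tested this way, because the other splits called at most 5 genes in all. The ratio of the mechanical stimulus list was reached in 1 split, that of the channels, pumps and exchangers in 2, that of the wider list in 2 and its number of called members in 1, a count added after its ratio had been seen. The counts for the numbers higher and lower and for the ratio of the channels, pumps and exchangers were also added after the first splits had been seen. The patterns tested for the mechanical stimulus and wider calcium lists were first written as an absence of over-representation and reworded after the result. The unknown depth limits the genes with low TPM most.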

Differences from the paper's values

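The paper shows in Fig. 5a about 66% of the differentially expressed genes higher in the samples labelled Lv-Piezo1, read by eye, and 64.1% were higher here.

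The paper attributes its RNA-seq results to a suppression of Piezo1 by Lv-Piezo1, while the Piezo1 transcript was higher in these samples labelled Lv-Piezo1, with a log2 fold change of 0.38. None of the alternatives set before the data were examined gave a lower value than in the samples labelled Lv-Ctrl. The paper refers for the knockdown to Fig. S2, which was not used here.

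The paper states that the calcium signaling pathway was lower with Lv-Piezo1 (Fig. 5e). The hand-written list of channels, pumps and exchangers was shifted by 0.07 and the wider list, chosen after seeing the data, by -0.02, and neither was separable from the other genes by camera. The members of the wider list that were lower were over-represented 2.59 times, and those that were higher 1.64 times. The paper reports an enrichment of the pathway among differentially expressed genes (Fig. 5d). The list of channels, pumps and exchangers gave a ratio of 0.97, and with the wider list the ratio was 1.95. The volcano plot of Fig. 5b, titled Lv-Ctrl vs Lv-Piezo1, appears by eye to mark more genes as down than up, and 361 genes were lower and 644 higher here with the samples labelled Lv-Piezo1 over those labelled Lv-Ctrl. With the opposite order of the groups these counts change places.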

Other observations

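Transcripts of proteins that the paper follows by western blot (Fig. 6b) were tested in the samples labelled Lv-Piezo1 against those labelled Lv-Ctrl, with the limit that Piezo1 went against the label. The transcript of Caspase3, whose cleaved form the paper also follows there, is not reported here. Bax had a log2 fold change of 0.32 (standard error 0.07, adjusted p = 0.0052 from limma, higher in 4 of 4 samples, exact two-sided permutation p = 0.029), Capn2 0.16 (standard error 0.06, adjusted p = 0.049 from limma, exact permutation p = 0.057) and Capn1 0.07 (standard error 0.13, adjusted p = 0.67 from limma). Adjusted over the list alone, 3 of the 7 tested genes named by the paper passed, and 4 passed over all genes tested. With the replicate number as a block, Capn2 no longer passed (adjusted p = 0.082 from limma). Against the shift of 0.14 in the median of all genes, Capn2 lay near that median and Capn1 below it. Bax lay above it, but had a log2 fold change of 0.16 after median-ratio scaling (adjusted p = 0.19 from limma). After quantile normalization Bax had 0.23 (adjusted p = 0.034 from limma). Gapdh, the paper's loading control, had a log2 fold change of -0.05 (adjusted p = 0.74 from limma).

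The remaining lists written before the data were examined gave no camera call over 10 lists. The interferon-stimulated genes were shifted by -0.11 (adjusted p = 0.25), the YAP targets by 0.10 (adjusted p = 0.43), the chondrocyte-like markers by 0.31 (adjusted p = 0.40), the fibrous markers by 0.33 (adjusted p = 0.40), the macrophage markers by 0.89 (adjusted p = 0.54, 3 genes tested), the endothelial markers by 1.12 (adjusted p = 0.093, 4 genes tested), the genes named by the paper by 0.08 (adjusted p = 0.54) and the calcium channels, pumps and exchangers by 0.07 (adjusted p = 0.83). Adjusted over the list alone, 10 of 18 interferon-stimulated, 17 of 23 YAP target, 27 of 27 proliferation, 20 of 20 contractile and 15 of 31 calcium genes passed, the same counts as over all genes tested. Fry gave every list but the interferon-stimulated genes an adjusted p below 0.05, and with the correlation estimated no list passed. In tests chosen after the other results were seen, a shift as large was found in 1 of the 35 splits of the 8 samples for the interferon-stimulated genes, the chondrocyte-like, fibrous, macrophage and endothelial markers and the mechanical stimulus list (shift -0.14), in 2 for the YAP targets, in 4 for the genes named by the paper and in 7 for the wider calcium list.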
